# The transcriptional legacy of developmental stochasticity

**DOI:** 10.1038/s41467-023-43024-5

**Published:** 2023-11-09

**Authors:** Sara Ballouz, Risa Karakida Kawaguchi, Maria T. Pena, Stephan Fischer, Megan Crow, Leon French, Frank M. Knight, Linda B. Adams, Jesse Gillis

**Keywords:** Gene expression, Epigenetics, Developmental biology

## Abstract

Genetic and environmental variation are key contributors during organism development, but the influence of minor perturbations or noise is difficult to assess. This study focuses on the stochastic variation in allele-specific expression that persists through cell divisions in the nine-banded armadillo (*Dasypus novemcinctus*). We investigated the blood transcriptome of five wild monozygotic quadruplets over time to explore the influence of developmental stochasticity on gene expression. We identify an enduring signal of autosomal allelic variability that distinguishes individuals within a quadruplet despite their genetic similarity. This stochastic allelic variation, akin to X-inactivation but broader, provides insight into non-genetic influences on phenotype. The presence of stochastically canalized allelic signatures represents a novel axis for characterizing organismal variability, complementing traditional approaches based on genetic and environmental factors. We also developed a model to explain the inconsistent penetrance associated with these stochastically canalized allelic expressions. By elucidating mechanisms underlying the persistence of allele-specific expression, we enhance understanding of development’s role in shaping organismal diversity.

## Abstract (web summary)

Minor perturbations or noise can significantly impact development but are difficult to assess. Here, the authors detail allelic expression imbalance across the development of nine-banded armadillos that indicate stochastic developmental canalization.

## Introduction

Cells in a fully developed organism share life histories traced back through their divisions, defining lineages. Epigenetic marks left on a single cell early in development can be inherited down through cell divisions, leaving shared features across cells, and barcoding their lineages^1,2^. The clearest example of this happening in nature is X-chromosome inactivation which is an epigenetic process that regulates gene dosage in females^3,4^. Occurring as a random coin-flip in each cell early in development, the status of inactivation is then stably inherited down cell lineages (via, e.g., DNA methylation)^5,6^. Unusually, this is an example where the lineage relationship between cells can be observed by eye, as in the calico cat, where color alleles are X-linked and create obvious patterning^3^. But X-inactivation (XCI) is only one inherited epigenetic mark; cells likely have thousands, progressively defining cell-type as the cells move down Waddington landscapes in complex relationships creating stable developmental trajectories^7,8^. Further discovery and characterization of the shared marks, mechanisms, and impact of cell lineage relationships remain a central goal of modern biology.

Attempts to ascertain the existence of these permanent shared markings in previous work have mainly focused on the strongest events – monoallelism – in the simplest systems – cell lines – with mixed results^9–11^. Monoallelism is interesting because it could reflect regulatory noise from differentiation that is propagated forward epigenetically^9^. While some studies have reported this inherited effect in cell lines^12^, more recent work assessing individual cells in tissues has suggested some effect but the exact degree of impact has been challenging to ascertain^13^ with studies variously suggesting abundant monoallelism without lineage-dependency^10^ and a major role for cell intrinsic noise such as bursting^14^. One possibility is that early lineage marks are broadly encoded but invisible since, unlike XCI, they are not aligned across chromosomes in a simple-to-observe way. If so, these marks will be confounded with the effect of eQTLs in studies of wild populations, or with genetic background in crosses of inbred strains.

One solution to the challenge of controlling for genetic background is to exploit identical twinning. Identical twins will frequently have maternal and paternal alleles that are derived from the same genetic background while still being distinct enough to permit allelic analyses. While genetics can be well controlled in identical twin studies, environment is more of a challenge. This is particularly critical for functional genomics studies, which generally measure properties that are responsive to environmental variation. To ensure both genetics and environment are shared in an outbred organism, we turned to *Dasypus novemcinctus* (the nine-banded armadillo) which has a polyembryonic reproductive strategy, producing litters of identical quadruplets (quad) (Fig. 1a–c). The splitting of the blastocyst into 4 embryos is first observed after it implants in the uterine wall and forms the epiblast cell layer^15^, but distinct cell lineages may have formed earlier. As armadillos are identical, any variant that has the same impact on gene expression will not distinguish individuals, allowing us to systematically assess the organismal impact of autosomal epigenetic events. While armadillos are not a traditional model in genomics, they are the model system for the study of Hansen’s disease (Leprosy) and a small number of colonies exist where they are reared in captivity.

**Fig. 1:**
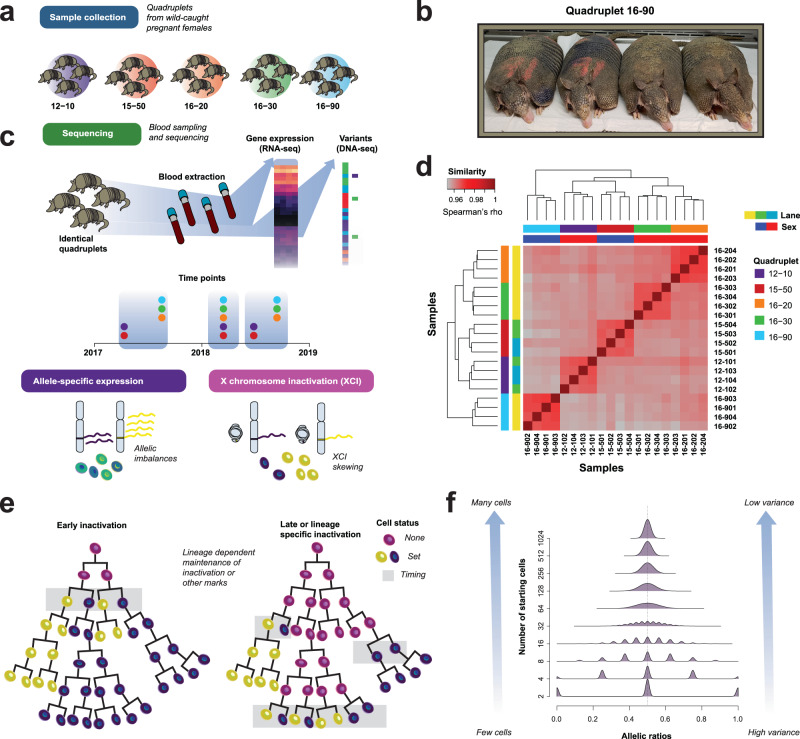
Defining transcriptional identity. **a** Samples were collected from 5 unrelated armadillo quadruplets. **b** An armadillo quadruplet. **c** Schematic of the study design (top): blood samples were collected and sequenced at 3 time points for each armadillo quadruplet. Within each quadruplet, we assess sibling identity from allelic expression (bottom). **d** Transcriptional similarity is higher between siblings than across armadillo quadruplets. Heatmap of sample-sample Spearman’s correlations across all genes for the first time point. The leftmost row annotations and top column annotations indicate quadruplet identity with color, the lower column annotation marks sex (red = female, blue = male) and sequencing lanes for each sample are shown in the second-row annotation bar. **e** Developmental timing of epigenetic marks can be estimated by calculating the starting number of cells required to generate the range of allelic imbalances observed. **f** Densities of allelic ratios (x-axis) plotted against the number of starting cells (y-axis) illustrate that high variance in allelic ratios is associated with early inactivation timing (few cells). Source data are provided as a Source Data file.

In this work, we study allelic imbalances from blood samples collected at 3 time points over the course of 18 months from 5 wild-caught armadillo quadruplets (Supplementary Table 1, 20 armadillos in total, ages 1–6, 3 female quadruplets). Because each litter of armadillos shares a genotype and environment, they are not drivers of gene expression differences between individuals. While individuals within litters share an environment at any given time, it is not a fixed one, with one major source of variability being the infection of the armadillos with the leprosy bacterium toward the end of our study (as a primary purpose of the colony). While this would be a striking experimental design decision from first principles, we think it does little to diminish our environmental control (since all comparisons are internal) and, in fact, is likelier to ensure results are robust across typical large scale changes in environment rather than overfitting to a single environment.

In typical model systems, differences in gene expression are likely to arise from transient noise, environmental perturbation or distinct genetics. Absent these effects, and particularly in the case of allelic differences, epigenetic regulation, set independently of genotype, will appear as random allelic imbalances, showing a preference for one allele over the other on average. If this epigenetic decision is faithfully preserved down the lineage, the allelic imbalance may be copied even as the cell population rises, yielding a preference for one allele over the other on average, distinct across individuals. In essence, we exploit the fact that there will be some noise in the exact balance between two alleles at the moment the expression level is set within a lineage. If, as in XCI, this balance is inherited down the lineage it will be possible to observe permanent imbalances in the adult organism. In combination, these allelic imbalances progressively barcode trajectories across cell lineages as they move forward during development.

We first focus on the X-chromosome, determining the timing of XCI from the distribution of allelic ratios alone. Further, we show that variation in ratios across individuals within a quad predicts its stability over time. Building on this, we model the predictability of allele-specific expression (ASE) imbalances to estimate our power to resolve cell lineages barcoded on the autosomes. We find that for our read coverage and number of armadillos, we are powered to detect events arising as late as the 10,000 cell stage. We show that autosomal allelic ratios varying between individuals are also enriched for stability over time, consistent with an early developmental origin. We test the ability of these autosomal ratios to barcode individuals and find that, in combination, they define approximately a half X-chromosome worth of additional epigenetic signal in terms of their contribution to organismal transcriptional variability. We close by suggesting this is likely to have an important impact on disease variability by rendering otherwise haplosufficient genetic variation penetrant.

## Results

In order to better understand the range of expression variability within and across the quadruplets, we first assessed the similarity of the expression profiles. 

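The expression data were RNA sequencing libraries of peripheral blood mononuclear cells (PBMC, the lymphocytes and monocytes of the blood) from 20 nine-banded armadillos, the 4 siblings of each of 5 quadruplets, sampled at 3 time points, which gives 60 libraries. The siblings of a quadruplet are numbered 1 to 4 here, as in the last digit of the animal's name. Quadruplets 12-10, 16-20 and 16-30 were female and 15-50 and 16-90 were male. The authors mapped the reads with STAR to the DasNov3 genome and deposited the number of reads on each of 33374 annotated genes and on 96 ERCC spike-ins (RNAs of known amount added to each library), without normalization, and a second table of CPM (counts scaled to the same total in each library). CPM recomputed from the deposited counts without the spike-ins differed from the deposited CPM by at most 0.126. Between 10624892 and 24702218 reads per library fell on genes, with a median of 18233701 at time point 1, 19636036 at time point 2 and 16196104 at time point 3. The lowest total was that of sibling 3 of 16-30 at time point 3. Spike-ins took 3.71% to 6.85% of the reads of a library at time point 1, 8.40% to 12.9% at time point 2 and 5.07% to 7.65% at time point 3. The libraries of time point 1 were prepared in 2 batches, batch 1 with quadruplets 12-10 and 15-50 and batch 2 with the other 3, whereas time point 2 was batch 3 and time point 3 was batch 4 apart from sibling 3 of 16-30, which was in batch 5. Similarity of 2 animals was the Spearman correlation of their CPM over all genes of the table, so that genes without a read in most libraries (8123 genes had none in any library) count as ties at 0. Pairs of animals share members and are not independent, so the difference between sibling pairs and other pairs was tested by permuting the quadruplet labels of the 20 animals.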

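At time point 1 the mean Spearman correlation was 0.969 ± 0.00138 (SD, n = 30 pairs) between siblings and 0.961 ± 0.00196 (SD, n = 160 pairs) between animals of different quadruplets. The difference of 0.00742 was several times the SD of the pairs (one-sided permutation test over 20 animals, p = 1e-05, the smallest that 100000 resamples can give). It was 0.00666 at time point 2 and 0.00630 at time point 3. Between animals of different quadruplets the mean was 0.962 in the same library batch and 0.961 in different batches. Restricted to 1 batch, siblings exceeded other pairs by 0.00576 in batch 1 and by 0.00750 in batch 2. The choice of genes moved the values most, since over the 1000 most variable genes the difference was 0.217. Across time points, the mean correlation was 0.963 ± 0.00345 (SD, n = 60 pairs) between 2 libraries of the same animal and 0.963 ± 0.00337 (SD, n = 180 pairs) between siblings, a difference below the spread of the pairs.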

Similarity of the overall gene expression within and across quadruplets at a given time point is extremely strong (Fig. 1d, Supplementary Fig. 1). 

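The lowest correlation among the 190 pairs of animals at time point 1 was 0.955, between sibling 3 of 15-50 and sibling 2 of 16-90, and the highest between animals of different quadruplets was 0.966. Of the 10 pairs of quadruplets, 12-10 with 16-90 had the lowest mean, 0.959 ± 0.000661 (SD, n = 16 pairs), and 16-20 with 16-30 the highest, 0.964 ± 0.000669 (SD, n = 16 pairs).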

The minimum correlation obtained between gene expression profiles of any two armadillos is >0.95, high by most standards. However, the range within quadruplet sets is higher still, averaging approximately 0.99, leaving quadruplet sets easily seen on the heatmap of correlations. 

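Within quadruplets the mean correlation of siblings was 0.967 ± 0.000833 (SD, n = 6 pairs) in 12-10, 0.967 ± 0.000957 in 15-50, 0.970 ± 0.000982 in 16-20, 0.969 ± 0.000749 in 16-30 and 0.969 ± 0.00101 in 16-90. The ranges of sibling pairs and of other pairs overlapped slightly, with the lowest sibling pair at 0.965 and the highest other pair at 0.966. With only the genes of at least 1 CPM in 4 samples, the mean over sibling pairs was 0.992. From this overall similarity, the paper reasons that signatures of individuality within a quadruplet are subtle.

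**Figure D1:**
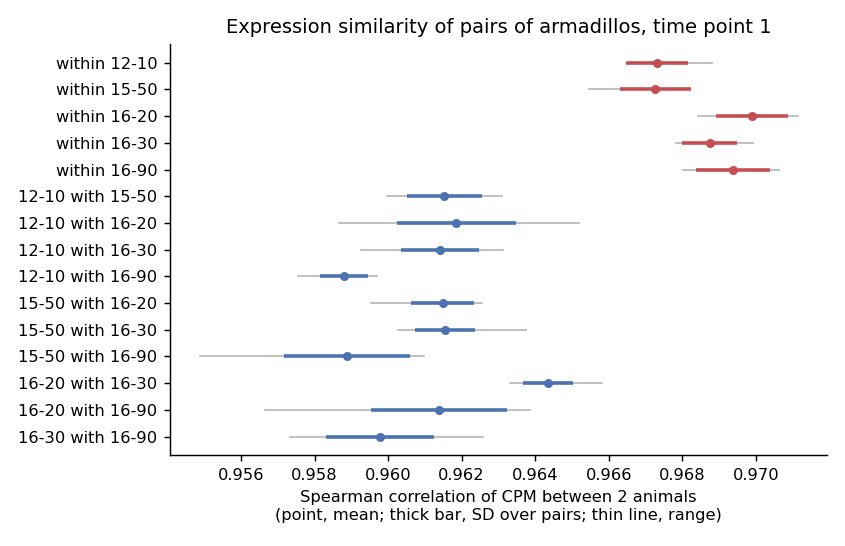
Spearman correlation of CPM between pairs of armadillos at time point 1, for the 5 quadruplets (red) and the 10 pairs of quadruplets (blue). Points are means, thick bars SDs over pairs and thin lines ranges; the sibling means lie between 0.967 and 0.970 and the other means between 0.959 and 0.964.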

Our target, signatures of individuality or stochasticity within quadruplet sets, are consequently quite subtle, given this overall strong similarity between individual armadillos in overall profile. To establish features associated with their presence and validate our general approach, we first turn to allelic ratios of the X-chromosome in the female quads, where epigenetic variability is clearest, as a biological ground-truth.

### Allelic distributions are barcoded by X-inactivation

Within mammals, one of the most prominent transcriptional features of epigenetic individuality is XCI in females^4^. During development, epigenetic marks (e.g., DNA methylation and histone modifications) are deposited, and then maintained along a cell’s lineage (Fig. 1e)^6^. Allele specific expression, i.e., the expression of genes at the level of their variants, and allelic ratios – the fraction of expression attributed to each allele – allows us to assay the aggregate output of these epigenetic marks. As XCI is stochastic when it first occurs and then is maintained in cell lineages, it creates permanent variability between individuals. And because XCI ratios differ only by virtue of random sampling from within the original cell population, that population size directly defines the degree of variance observed (Fig. 1f)^16^.

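Allelic ratios came from the same 60 libraries. The authors called the SNPs of each quadruplet from DNA pooled over its siblings (in 16-30 without sibling 1 of 16-30), built a personal genome for each quadruplet, mapped the RNA reads to it with STAR, filtered the alignments with GATK and counted the reads on each allele at each heterozygous SNP. They deposited 1 table per quadruplet with the scaffold, position and annotated gene of each SNP and, for each of its 12 libraries, the unnormalized number of reads with the reference and with the alternative allele. Between 1742035 and 4824119 reads per library fell on these SNPs, with a median of 3557720. The median was 3731955 in 12-10, 3475264 in 15-50, 3663497 in 16-20, 3514044 in 16-30 and 3626854 in 16-90, and sibling 3 of 16-30 at time point 3 had the fewest. Coverage per SNP and library was 11 reads at the lower quartile, 20 at the median, 44 at the upper quartile and 156 at the 95th percentile. The reference allele took a median of 55.3% of the reads of a library (range 53.9% to 58.8%), a bias towards the reference that siblings share. SNPs were assigned to the X chromosome by gene names, as the armadillo genome is a set of scaffolds: a scaffold was called X when most of its genes matched by name to 1 gene of the RefSeq annotation of assembly mDasNov1.1.hap2 lay on the X chromosome there, and the scaffold with the XIST locus was added. This was fixed after the deposited tables were opened and without use of the allelic ratios. Reads were taken at the SNP with the most reads of each gene, and counts are of reads without molecular identifiers, so that intervals cover counting error only.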

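Across genes of the X chromosome the reference ratios of 2 siblings, summed over the 3 time points, had Pearson correlations between 0.711 and 0.835 in 12-10 (69 genes), between 0.460 and 0.767 in 16-20 (53 genes) and between 0.0427 and 0.727 in 16-30 (81 genes). In 16-30, the pairs sibling 1 of 16-30 with sibling 3 of 16-30 and sibling 2 of 16-30 with sibling 4 of 16-30 both had a correlation of 0.727, and sibling 3 of 16-30 with sibling 4 of 16-30 the lowest. These correlations are across genes within an animal, and genes on 1 chromosome are not independent replicates. Which haplotype carries the reference allele changes from gene to gene, so a sibling with the opposite skew shows the ratios of the other mirrored about equal expression. Departures from equal expression that siblings share at a gene raise all of these correlations. A figure-level check was possible in 12-10, where 115 of the paper's 141 plotted ratios of Fig. 2a were found among the best covered X SNPs when the counts of time point 1 were used, against 29 when the 3 time points were summed.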

In our female samples, we can readily see variability in which X-chromosome is expressed (Fig. 2a). 

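The 5 tables held 69447 SNPs in 12-10, 67457 in 15-50, 70188 in 16-20, 65488 in 16-30 and 66364 in 16-90, which sum to 338944. Of these, 238388 lay in annotated genes. The number of genes with at least 1 SNP was 5253, 5238, 5424, 5137 and 5273 in the same order, which sums to 26325. A gene with SNPs had a median of 4 in each quadruplet. On the scaffolds called X there were 401 SNPs in 12-10, 323 in 16-20 and 467 in 16-30.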

To obtain allelic ratios, we aligned RNA sequencing reads to quad-specific personalized genomes, identifying a total of 26,325 heterozygous SNPs across the 5 quads. On highly powered heterozygous SNPs from the X chromosome (>5 reads on each allele), the average folded allelic ratios ranged from 0.52 to 0.63. 

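Each female had 54 to 85 X genes with more than 5 reads on each allele after the 3 time points were summed. The folded normal distribution, a bell curve reflected at a ratio of 0.5 because the parental origin of an allele is unknown, was fitted to the ratios of these genes by maximum likelihood. The folded skew was 0.632 in sibling 3 of 12-10 and 0.5, the lower end of the scale, in the other 11 females, a mean of 0.511 ± 0.0380 (SD, n = 12). Resampling the genes gave an interval of 0.500 to 0.656 for sibling 3 of 12-10. With time point 1 alone sibling 3 of 16-20 also left the lower end, at 0.593, and with time point 2 alone sibling 3 of 16-30 did, at 0.597. On simulated ratios the fit returned 0.5 in 35.5% of data sets with a true skew of 0.5, in 29.5% with 0.55 and in 2% with 0.6, so a small skew was not told apart from none at this number of genes. The share of females at 0.5, 11 of 12, was higher than in any of these simulations. The simulated scatter between genes was narrower than the SDs of 0.102 to 0.145 fitted in the females. The simulations therefore cannot tell how unusual this share is, or how often a skew of 0.6 is missed in the data. Among the alternatives, the mean of the folded ratios in place of the fit moved the values most, to a range of 0.576 to 0.643.

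**Figure D2:**
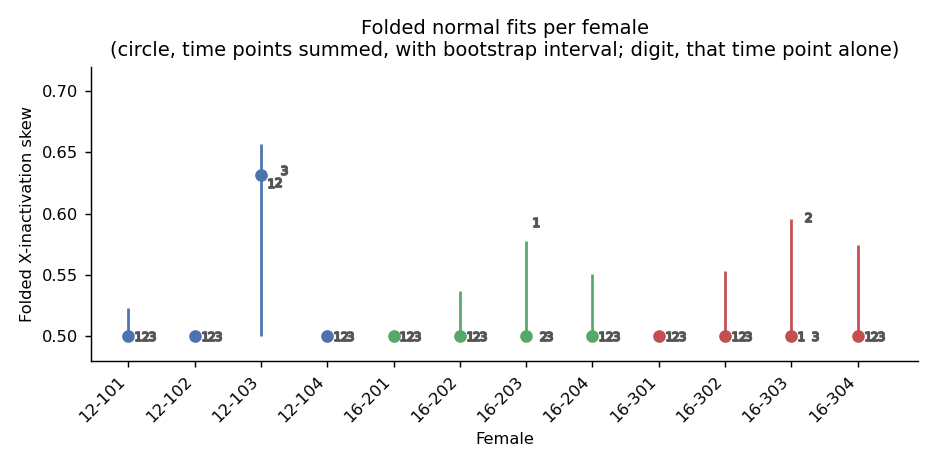
Folded X-inactivation skew of the 12 females, with 0.5 the lowest possible value. Circles are fits to the counts summed over time points with an interval from resampled genes, digits mark the fit of that time point alone; sibling 3 of 12-10 sits at 0.632 and the other circles at 0.5.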

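If each of N cells silences either X chromosome at random, the ratio of an animal is a binomial share and its variance between animals is 1/(4N). The variance of the unfolded skews of the 12 females was 0.00151, which gives 166 cells. As 11 of the 12 skews were at 0.5, all of this variance comes from sibling 3 of 12-10, so no interval over animals is given, and with sibling 3 of each quadruplet left out all skews were at 0.5 and gave no number of cells. The counts of time point 1 alone gave 118 cells. With the mean folded ratio as the skew, which also contains the scatter of genes, the number was 26.4. Without the X genes that have a SNP in a male quadruplet, a setting chosen after the data were seen, it was 62.1. In that setting 5 of the 12 females were at 0.5. The 12 skews of the paper's Source Data for Fig. 2b, entered in the same formula, gave 65.6 cells.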

By plotting the distribution of these ratios across the 3 female quads (12 individuals), we can estimate XCI from an initial cell population of approximately 25 cells (Fig. 2b), plus or minus approximately 1 cell division. 

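At the X genes of 16-30, the mean of the ratios of sibling 3 of 16-30 and sibling 4 of 16-30, which cancels a mirrored skew, departed from 0.5 by a median of 0.00905 and a mean of 0.0159 over 81 genes, and by a median absolute value of 0.0456. The median reference ratio of X SNPs was 0.545 in 12-10, 0.525 in 16-20 and 0.533 in 16-30, and that of autosomal SNPs lay between 0.520 and 0.522 in all 5 quadruplets. Ratios centred on this bias gave 201 cells, with a highest skew of 0.620 and the other 11 females at 0.5. An estimate that uses only differences between siblings, in which a shared bias cancels, was chosen after the data were seen: the variance between siblings common to different time points was 0.00279 over 133 genes, which gives 89.5 cells, or 129 in 12-10, 175 in 16-20 and 49.9 in 16-30. Resampling the genes gave 74.7 to 110 cells, an interval that leaves out the sampling of animals and holds the value of none of the 3 quadruplets.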

After adjusting for reference bias, our estimate remains in a range of 10–100 cells (Supplementary Fig. 2). This timing suggests that stochastic canalized variation between siblings is set in distinct cell lineages before separate armadillo embryos are observed (Fig. 2c). The X-chromosome offers a particularly strong opportunity to test whether factors other than lineage create extreme allelic distributions (across individuals sharing genetics). To test this, we calculate the significance of the variability in allelic ratios for each SNP on the X chromosome (departure from a binomial model with a shared allelic ratio, see Methods). 

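The variability test was run at time point 1 on the 1177 X SNPs of the 3 female quadruplets with more than 5 reads on each allele over the siblings and at least 1 read in each library. For each SNP the lower-tail binomial probabilities of the 4 siblings, with the ratio of the pooled siblings, were combined by Fisher's method and compared with 10000 binomial draws at the same coverage. After Benjamini-Hochberg adjustment 10 SNPs had an FDR of at most 0.1, all in 16-30: 8 in FLNA and 1 each in SSR4 and SASH3. With sibling 4 of each quadruplet left out 1 SNP passed, and with sibling 1, 2 or 3 left out 8, 11 and 6 did. SASH3 was named after its values were seen. FLNA also had 1 SNP in the male quadruplet 16-90, with a reference ratio of 0.00435 over 15160 reads. Without the X genes that have a SNP in a male quadruplet, a setting chosen after the data were seen, 2 SNPs had an FDR of at most 0.1. No draw was as extreme for these SNPs, so the p-value counted was 0 and the same SNPs passed an FDR of 0.01. A chi-square test of the 4 siblings called 43 SNPs. The test is conservative, since 2.72% of the SNPs had an empirical p of at most 0.05 against 12.5% by the chi-square test. On simulated siblings at the read depth of 16-30 the empirical test recovered 12.5% of 200 changed SNPs, and all 11 with at least 100 reads per library, while the chi-square test recovered 38%.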

Where allelic distributions are significantly variable, it is evidence that which allele is expressed is not independently chosen – even after controlling for genetics – across the sample of cells contributing to the aggregate expression. 

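The 10 X SNPs with excess variability had a mean Pearson correlation of 0.941 ± 0.0504 (SD) between the siblings' ratios at time point 1 and at the later time points, and the other 1167 had 0.173 ± 0.451. All of the 10 and 7.97% of the others had a correlation above 0.8. The difference of 0.769 had an exact permutation p of 0.0837 (one-sided, the sibling labels of time point 1 permuted within the 3 quadruplets). In 16-30 alone the exact permutation p was 0.0417, the smallest that the 24 orders of 4 siblings allow. The 43 SNPs called by the chi-square test had a mean of 0.669 against 0.161 (exact permutation p = 0.00796). There were 291 X SNPs with at least 20 reads in every library. If no ratios are tied, chance keeps the order of the siblings at all 3 time points in 0.505 of them. In the data 11 SNPs kept it.

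The clearest of these by its p at time point 1 was a SNP of FLNA (filamin A, ENSDNOG00000037289) at position 336046 of scaffold JH582165, as the deposited table gives it, in 16-30. At time point 1 the reference allele took 58.8% of 1014 reads (55.7% to 61.8%) in sibling 3 of 16-30, the highest of the siblings, and 40.6% of 1114 reads (37.7% to 43.5%) in sibling 4 of 16-30, the lowest. At time point 3 the shares were 56.0% of 166 reads (48.4% to 63.4%) and 37.0% of 586 reads (33.2% to 41.0%). The intervals are 95% Wilson intervals and cover counting error only. Of the 2 SNPs of SSR4 in 16-30, the one at position 146109 of scaffold JH567376 (ENSDNOG00000025714), which is not the one with an FDR of at most 0.1, kept the same order of the siblings, with 56.2% of 486 reads (51.7% to 60.5%) in sibling 3 of 16-30 and 38.3% of 399 reads (33.7% to 43.2%) in sibling 4 of 16-30 at time point 1, and its adjusted p was 0.107. At ENSDNOG00000050313 (scaffold JH561964, position 695706) sibling 4 of 16-30 was the highest with 58.2% of 184 reads (50.9% to 65.0%) and sibling 3 of 16-30 the lowest with 35.5% of 172 reads (28.7% to 42.9%) at time point 1, and its adjusted p was 0.718.

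**Figure D3:**
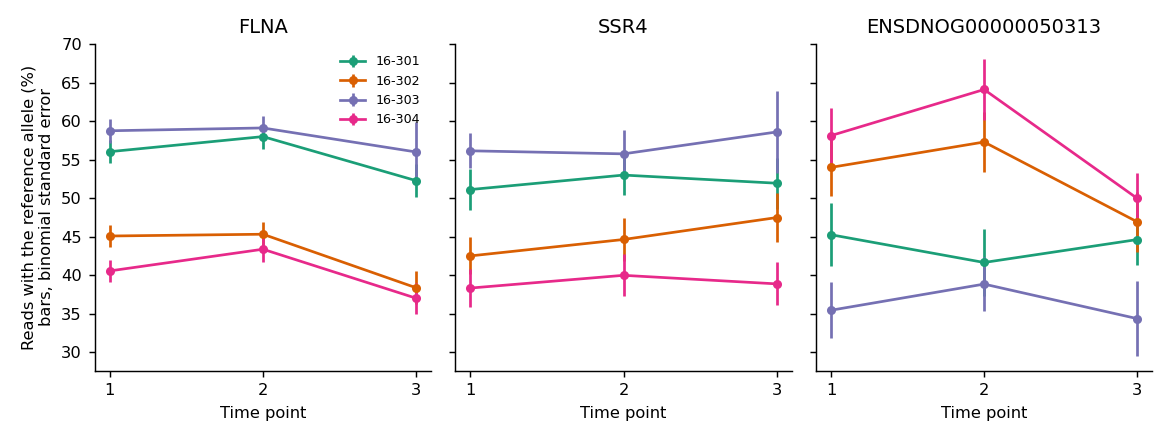
Share of reads with the reference allele at 3 X SNPs in the 4 siblings of 16-30 at the 3 time points, with binomial standard errors. Sibling 3 of 16-30 is the highest at FLNA and SSR4 and the lowest at ENSDNOG00000050313, at every time point.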

As we become more confident that an allelic signature arose early in development, we are able to observe that it is also likelier to be stable into the future (Fig. 2d).

**Fig. 2:**
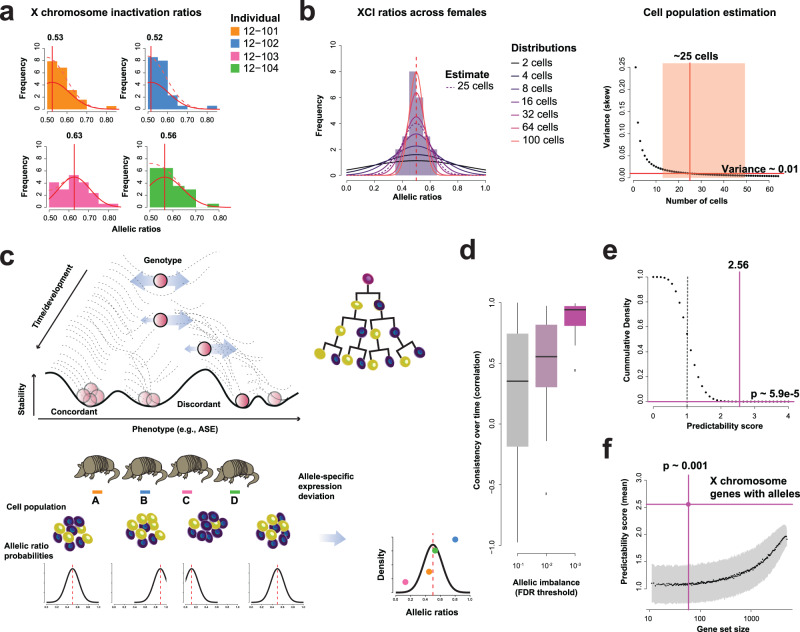
X chromosome inactivation as a mark of individuality. **a** Histograms of allelic ratios estimated across high-coverage SNPs on the X chromosome and maximum likelihood estimation of X-inactivation skews (red line = unfolded estimate, dotted line = folded estimate). X-inactivation estimates from RNA-seq data in quadruplet 12–10 shows variation in. **b** Histogram of X-inactivation skews estimated from high-coverage SNPs of the 12 female individuals and theoretical distributions from a binomial model (left). Expected skew variance depending on the number of cells at X-inactivation timing (right). The orange area indicates the range of cell numbers that are compatible with the observed skew variance. We estimate the number of cells where inactivation occurred to be around 25. **c** Gene expression is canalized, generating variable allelic imbalances inherited from early development. **d** Boxplots of allelic imbalance correlations across time points for X chromosome SNPs passing 3 FDR thresholds demonstrate that significant allelic imbalance (excess variability across siblings in a quad) is associated with consistent allelic ratios over time (variability across 2387 X-SNPs from the 3 female quadruplets at 3 time points). The lower and upper hinges represent the first and third quartiles, respectively. The center bar indicates the median, while the whiskers extend 1.5 times the interquartile range above and below the boxes. **e** XCI strongly predicts identity within a quadruplet (one-sided empirical *p* value = 5.9e-5). Observed predictability score for sibling identity using X chromosome genes (purple vertical line, average across the 3 female quads and the 3 time points) against the theoretical distribution for random predictions (median score = 1, dashed line). **f** Plot of mean predictability scores (y-axis) versus gene set size (x-axis) for random gene sets and the X chromosome genes (highlighted with purple lines, one-sided empirical *p* value < 0.001). Source data are provided as a Source Data file.

Having validated that the timing and inheritance of XCI leaves a well-defined permanent impact in allelic signatures across individual SNPs or at the chromosomal level, we looked for a more general measure that allows SNPs to be combined, as on the X, but might generalize to autosomal signatures not necessarily shared on a whole-chromosome basis. This measure of individuality can be quantified by the degree to which knowing it permanently defines the individual relative to siblings. Our basic strategy is to compute confusion matrices for each SNP’s allelic ratio across individuals within quads between time points (Supplementary Fig. 3, Methods). For canalized SNPs, the ordering of individuals is expected to be conserved across time points (diagonal confusion matrix). We then aggregate the confusion matrices across SNPs to predict identity (cross-validation across the 3 time points), reporting a score between 0 and 4, indicating how many individuals were correctly identified within the quadruplet sibling set. We then average prediction scores across all prediction sets (3 time point combinations, up to 5 quadruplets). 

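The score was computed for the 56 to 85 X genes per female quadruplet with at least 1 read in every library, at the best covered SNP of each. For each left out time point the siblings were ranked at each gene by their mean ratio over the other 2 time points, the number of genes with the same rank was counted for every pair of a training and a left out sample, and the largest counts were matched without replacement. Over 9 sets (3 quadruplets by 3 left out time points) the mean was 2.78 siblings of 4, where random matching gives 1. The p-value was 6.71e-06 from the distribution of random matches and 3.92e-05 from an exact permutation of the sibling labels of time points 2 and 3. When each left out sample took its best match independently the mean was 2.56 (p = 5.92e-05 from the exact distribution of random matches). None of 1000 random sets of autosomal genes of the same size reached the score of the X genes (mean 1.07 ± 0.333 SD, empirical permutation p = 0.000999, the smallest that 1000 sets can give). The lowest of the alternatives was 1.78, with only the earlier of the training time points (exact permutation p = 0.0431).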

Not surprisingly, the allelic imbalance ratios of the X genes are highly predictive of an individual within a quadruplet (Fig. 2e, average score = 2.56, 3 time points, 3 female quadruplets, *p* = 5.9e-5, Fig. 2f, *p* = 0.001). The high predictive scores of XCI indicates that individuals within a quadruplet set have distinct XCIs, at least with respect to the cell populations sampled in this study.

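By quadruplet, the score was 4.00 in 16-30 (exact permutation p = 0.00174, the smallest that its arrangements allow, adjusted over the 3 quadruplets 0.00522), 2.67 in 12-10 (p = 0.0191, adjusted 0.0286) and 1.67 in 16-20 (p = 0.149, adjusted 0.149), so that in 16-20 alone the siblings were not told apart beyond chance. In 16-30 all 4 siblings were identified at every left out time point, with 40.1% to 43.8% of the votes on the right sibling, where chance gives 25%. In 16-20 this share was 24.8% to 26.6%. From the scores, the paper concludes that individuals of a quadruplet have distinct XCIs in the cell populations sampled.

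**Figure D4:**
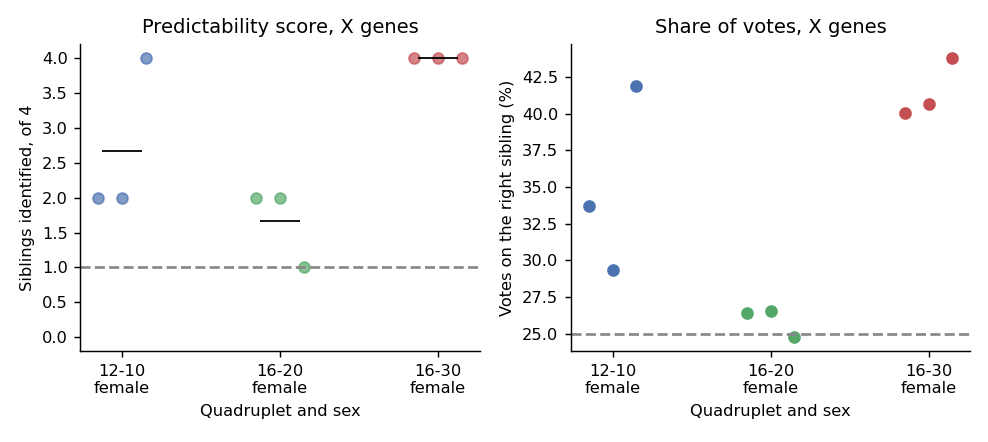
Left, number of siblings of 4 identified from X genes for each left out time point (points) and their mean (bar), with chance at 1. Right, share of votes on the right sibling; 16-30 lies above 40% and 16-20 near the chance share of 25%.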

### Individual SNPs exhibit canalized variability across individuals

While the cell-lineage allelic signature we see on the X chromosome in females is expected, extending it to autosomal genes has historically been a major challenge. The most common form of epigenetic regulation is imprinting, but as it is dependent on the parental genome, it is a poor marker of individuality. Instead, more subtle marks that control gene expression which are cell specific may be present, typically averaged away or only apparent under particular environmental stresses. In this scenario, alleles are imbalanced due to variation in the epigenetic regulation of these alleles, measured as consistent variation in allelic balance. Typically, allelic imbalance is attributed to the impact of a variant: either the variant within the gene has an effect on the stability of the mRNA, or an upstream SNV has cis-regulatory effects^17^. As armadillos are identical, any variant that has the same impact on gene expression will not distinguish individuals. Instead, epigenetic regulation will appear as random allelic imbalance reflecting noise in the original assignment in an individual cell. At the organismal level, allelic imbalances reflect the compositional distribution of cell-lineages within an individual, where groups of cells are skewed in one direction for a set of genes.

To extend our analyses to SNPs on the autosomes, we used the same rationale as for allelic signatures left by X inactivation: if ASE is determined early and canalized down lineages, we expect the variance of allelic ratios to be high across individuals within a quad and to be conserved over time. Unlike XCI, autosomal SNPs affected by ASE are not known a priori. We therefore performed a power analysis to determine the minimum read coverage needed to identify individual SNPs with ASE from allelic imbalance alone. In order to capture potentially low coverage signal, we randomly sampled 1% of SNPs detected in our data and simulated ASE for these SNPs (individual-specific allelic ratios following a binomial model, see Methods), which we refer to as ASE-SNPs. To measure our capacity to recover ASE-SNPs, we ordered SNPs by deviation from the null expectation that allelic ratios are identical across individuals within a quad (statistical significance from Chi-Squared test, see Methods), then measured the predictive power using the area under the Receiver-Operator Characteristic curve (AUROC). The AUROC measures the probability of ranking an ASE-SNP in front of a non-ASE-SNP, with an AUROC of 0.5 indicating random predictions, and 1 indicating perfect recovery of all ASE-SNPs.

The results suggest that ASE-SNPs can be readily identified at the read coverage observed in our data. ASE induced by early lineage events (≤64 cells) created high-variance allelic imbalance distributions that could be detected with read coverage as low as 12 reads (AUROC > 0.75, Fig. 3a, b). 

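The simulation was repeated with the coverage of the deposited tables: 2000 SNPs, 1% of them canalized at a given number of cells, 5 quadruplets and 100 simulations per setting. Settings with 10 or 20 quadruplets had 50 repeats. The simulations with observed coverages and with the other SNPs as reads had 20 repeats. Each SNP was scored by a test of the siblings with the lowest and highest ratio and by the smallest adjusted p over quadruplets, and the p-values of the other SNPs were drawn as uniform, as in the paper's methods. At 64 cells, the AUROC was 0.707 ± 0.0544 (SD) at 11 reads per sibling, the lower quartile of the coverage, 0.781 ± 0.0500 at 20 reads and 0.968 ± 0.0148 at 95 reads. At 11 reads, it was 0.768 ± 0.0526 at 32 cells and 0.849 ± 0.0424 at 16 cells. With coverages drawn from the observed values it was 0.787 ± 0.0523 at 64 cells. The setting that moved it most was the simulation of the other SNPs as reads with equal ratios in all siblings, tested in the same way, which gave 0.661 at 64 cells and 20 reads.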

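At 10000 cells, the AUROC was 0.641 ± 0.0480 (SD over 100 simulations) at 11 reads, 0.683 ± 0.0474 at 20 reads, 0.724 ± 0.0450 at 44 reads, 0.757 ± 0.0442 at 95 reads and 0.760 ± 0.0437 at 156 reads. With the other SNPs simulated as reads, it lay between 0.490 and 0.521 over these coverages, each within 1 SD of the 0.5 of random ranking. Under equal ratios, the test of the most extreme pair of siblings gave a p of at most 0.05 for 8.04% of the SNPs at 11 reads and 15.1% at 156 reads.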

The predictive power remained remarkably high even for late lineage events (AUROC ~ 0.7, 64–10k cells, Fig. 3b), in particular for SNPs with high read counts (AUROC > 0.75 for SNPs with >95 reads), indicating that ASE-SNP predictions have the potential to barcode a wide range of developmental states. As genes affected by ASE-SNPs are expected to be similar over quads, power can be further increased by aggregating predictions over multiple quads. Indeed, the more quads are sampled, the higher the chance to observe a quad with extreme distributions of allelic imbalance. Accordingly, for ASE events induced at the 64-cell stage, the performance increase was particularly high when aggregating 5 quads instead of relying on a single quad (∆AUROC ~ 0.1, Fig. 3c, d). 

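At 64 cells, the AUROC with 1 quadruplet and with 5 was 0.634 and 0.716 at 11 reads, 0.705 and 0.797 at 20 reads, 0.784 and 0.892 at 44 reads, 0.869 and 0.969 at 95 reads and 0.920 and 0.990 at 156 reads. The gain was 0.0918 at 20 reads and lay between 0.0696 and 0.107 over the 5 coverages, compared with an SD of 0.0642 between simulations with 1 quadruplet at 20 reads. With 20 quadruplets it was 0.838 ± 0.0371 (SD over 50 simulations) at 20 reads. The paper reasons that with more quadruplets the chance rises to observe one with an extreme distribution of allelic imbalance, so that aggregation increases the power.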

Performance continued to increase with the number of quads, plateauing around 50 independent quads.

**Fig. 3:**
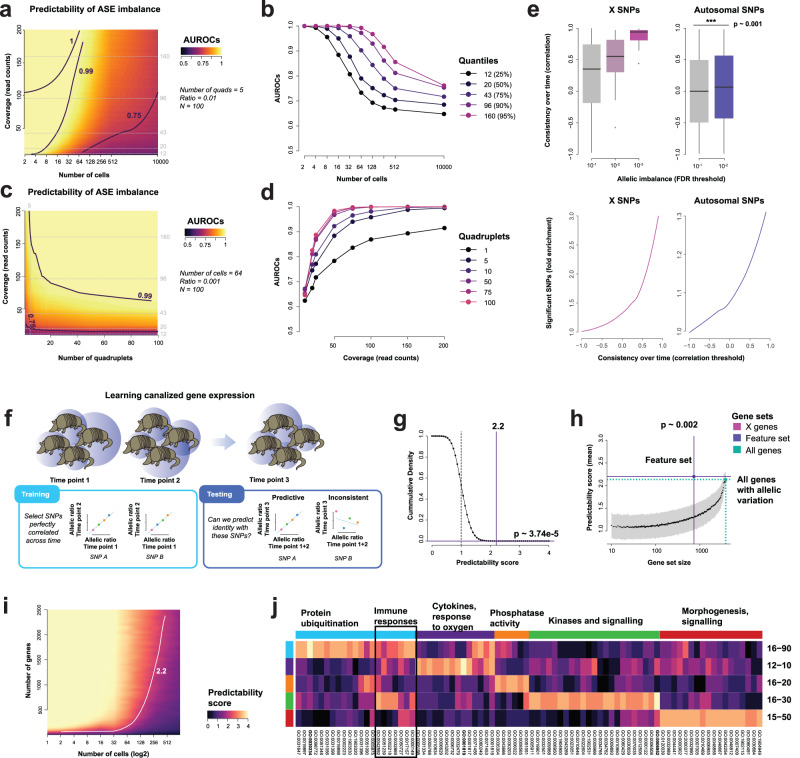
Persistent allelic imbalance as a mark of individuality. **a**–**d** Power analysis measuring ability to recover imbalanced SNPs from allelic imbalance based on SNP coverage, number of quads in which the SNP is measured, fraction of SNPs affected by true allelic imbalance (Ratio). Performance is measured across *N* = 100 independent simulations. **a** Ability to recover imbalanced SNPs depending on SNP coverage (read counts, y-axis) and timing of inactivation (in number of cells, y-axis). **b** Same data as A, focusing on 5 levels of coverage (marked with dashed gray lines in A and C). **c** Ability to recover imbalanced SNPs depending on SNP coverage and the number of quadruplets. **d** Same data as (**c**), focusing on 6 levels of quadruplet number. **e** Boxplots of allelic imbalance correlations across time points for X and autosomal SNPs passing 3 FDR thresholds show that SNPs with significant allelic imbalance have consistent allelic ratios over time (variability across 703,870 autosomal SNPs from 5 armadillo quadruplets at 3 time points, 2387 X-SNPs from 3 female armadillo quadruplets at 3 time points, one-sided Mann–Whitney test, *p* < 0.001). The lower and upper hinges represent the first and third quartiles, respectively. The center bar indicates the median, while the whiskers extend 1.5 times the interquartile range above and below the boxes. **f** Predicting identity from allelic imbalance. We select SNPs with perfectly correlated allelic ratios across two time points (feature set, likely to be canalized), then make identity predictions on the remaining time point. **g** On aggregate, genes with allelic imbalances map to identity. The predictability score (x-axis) for sibling identity using all genes (solid vertical line, average across the 5 armadillo quads and the 3 time points) is significantly higher than for random predictions (dashed line, median score = 1, one-sided empirical *p* value ~ 3.74e-5). **h** Predictability scores (y-axis) and gene set sizes (x-axis, log scale) for the feature set (solid purple lines) and all genes (dotted blue lines) shown relative to predictability scores obtained using random gene sets (black line and gray band). The score for the feature set was significantly higher than random sets (one-sided empirical *p* value ~ 0.002). **i** Expected predictability score depending on the number of cells (x-axis, log scale) at which genes are canalized and the number of canalized genes (y-axis). We find that our signal is explained by 500–700 genes and time events to a few hundred cells present when epigenetic marks were set. **j** Predictability score for functional gene sets across the 5 armadillo quads. High predictability scores are explained by signaling and molecular functions unique to each quad. Source data are provided as a Source Data file.

With these model results in hand, we next turned to the real ASE-SNPs in our data. As in XCI, our first evaluation of the SNPs showing excess allelism is to see if ratios are fixed over time. Canalized ASE events from early development are expected to have highly variable allelic ratios across individuals as they are propagated down the lineage, but also to be conserved over time within individuals. To test the overlap between these two properties, we predicted ASE-SNPs from the observed allelic ratios at time point 1 and asked whether they show evidence of being canalized at later time points. Concretely, we evaluate whether the ordering of ratios is preserved; e.g., whether the individual with the highest allelic ratio at time point 1 will still have the highest ratio at time points 2 and 3 (Methods, Fig. 3f). SNPs that show no significant allelic bias exhibit almost identically 0 mean correlation over time, highlighting the natural near-perfect control of allelic variability across fixed genotypes (Fig. 3e). In contrast, significant ASE-SNPs also showed significant excess correlation over time yielding a 30% enrichment over non-significant ASE-SNPs at high correlations (Fig. 3e). 

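Among the 334507 autosomal SNPs with more than 5 reads on each allele at time point 1 and at least 1 read in every library, 334357 had an FDR above 0.1. Their mean correlation between time point 1 and the later time points was 0.00323 ± 0.410 (SD), with a median of 0.00246. By quadruplet it was 0.00464 in 12-10, 0.00307 in 15-50, 0.000451 in 16-20, 0.00501 in 16-30 and 0.00311 in 16-90, above 0 in each of the 5.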

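The 150 autosomal SNPs with excess variability at time point 1 had a mean correlation with the later time points of 0.142 ± 0.378 (SD), 0.139 above the other SNPs (exact permutation of the sibling labels over 5 quadruplets, one-sided, p = 0.0243). A correlation above 0.8 was found in 5.33% of them and in 2.06% of the others, a ratio of 2.58. With each sibling number left out this ratio lay between 1.10, without sibling 2 of each quadruplet (7.61% and 6.94%), and 2.51, without sibling 4. All 150 had none of 10000 draws as extreme; adding 1 to the number of draws as extreme leaves no autosomal SNP at an FDR of 0.1, the smallest adjusted value being 0.223, so the share of draws without this addition was kept as the p-value after both had been seen. With 1000000 draws where none of 10000 was as extreme, a setting also added after the data were seen, 143 SNPs passed and the difference was 0.140 (exact permutation p = 0.0268). The result changed side with the choice of correlation, since Spearman's gave a difference of 0.104 (exact permutation p = 0.0612). With Spearman's a correlation above 0.8 was rarer among the SNPs with excess variability, 0.667%, than among the others, 1.45%. Leaving out sibling 1, 2, 3 or 4 of each quadruplet gave exact permutation p-values of 0.093, 0.0688, 0.228 and 0.0161. The difference then lay between 0.0737 and 0.226. The exact permutation p was 0.0921 with time point 2 only and 0.0383 with time point 3 only. With the best covered SNP per gene, the difference was 0.414 (exact permutation p = 9.42e-05).

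Taken singly, the 5 quadruplets had exact permutation p-values of 0.0833 and above (adjusted over the 5, 0.312 and above). The mean of the SNPs with excess variability was 0.231 in 12-10 (44 SNPs), 0.109 in 15-50 (33), -0.0379 in 16-20 (23), 0.174 in 16-30 (20) and 0.165 in 16-90 (30). Of 91886 autosomal SNPs with at least 20 reads in every library, 168 kept the same order of the siblings at all time points. By chance 160 are expected if no ratios are tied. Among the 168, the SNP with the smallest p lay in CLEC12A (ENSDNOG00000035200, scaffold JH564093, position 416703) in 15-50. Its reference share was 73.0% of 293 reads (67.7% to 77.8%) in sibling 1 of 15-50 and 41.5% of 340 reads (36.4% to 46.8%) in sibling 3 of 15-50, the lowest, at time point 1, but 73.5% of 170 reads (66.4% to 79.6%) and 68.5% of 178 reads (61.4% to 74.9%) at time point 2. Its adjusted p was 0.548. The other 2 named by the same rule, in ENSDNOG00000047621 and ENSDNOG00000048775 in 16-30, had an adjusted p of 0.721.

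**Figure D5:**
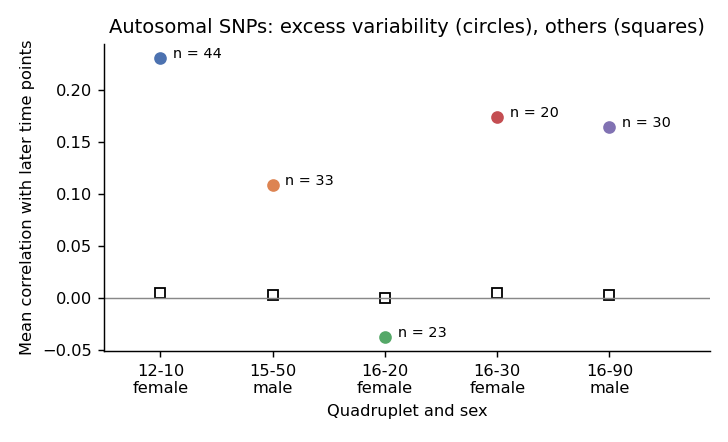
Mean correlation of siblings' allelic ratios between time point 1 and later time points for autosomal SNPs with excess variability (circles, with their number) and for all others (squares). The circles lie between -0.0379 and 0.231 and the squares within 0.00501 of 0.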

In essence, temporal consistency for a given individual is predicted by excess variability between individuals, i.e., when the observed variability is consistent with having arisen within an initially small population. That non-significant autosomal SNPs also show a distribution almost identically centered at a correlation of 0 over time is valuable in suggesting that the aggregation of signal across SNPs may be surprisingly straightforward.

### Combining canalized allelism yields strong signals of identity

In order to measure the aggregate impact of the observed stochastic variation in early cell lineage decisions, we combine allelic signatures across all SNPs. We use the same aggregation strategy as for the X chromosome, predicting identity from confusion matrices for each SNP’s allelic ratio across individuals within quads between time points. As before, a SNP which shows significant and consistent allelic variability between individuals will predict those individuals at later time points (Fig. 3f). We then aggregate the confusion matrices to generate a barcoding of allelic ratios that characterizes individuals in aggregate and validate by the degree to which this is preserved over time.

Simply combining all genes (excluding those on the X chromosome) into a single confusion matrix yields highly significant predictability scores (Fig. 3g, average score = 2.2, *p* ~ 3.74e-5, 3 time points, 5 quads). 

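Over 5051 to 5368 autosomal genes per quadruplet, the mean score was 1.73 siblings of 4 across 15 sets (5 quadruplets by 3 left out time points), where chance gives 1. The p-value was 0.00618 from the distribution of random matches and 0.00805 from an exact permutation of the sibling labels of time points 2 and 3, whose mean score had an SD of 0.271. By quadruplet the score was 2.33 in 12-10 (exact permutation p = 0.0434), 0.667 in 15-50 (p = 0.781), 1.67 in 16-20 (p = 0.172), 2.00 in 16-30 (p = 0.0938) and 2.00 in 16-90 (p = 0.0955), and after adjustment over the 5 quadruplets the smallest p was 0.159. The votes on the right sibling were 25.4% ± 0.394 (SD, n = 15 sets) of all votes, where chance gives 25%, compared with 34.1% ± 7.57 (SD, n = 9 sets) for X genes. Among the alternatives set in advance the score lay between 1.47, with all SNPs of a gene (exact permutation p = 0.0628), and 2.00, without 15-50 (p = 0.00217). With tied ratios ranked by the order of the siblings in the table, a setting added after the data were seen, it was 2.40, and this setting raises the score of shuffled siblings too.

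**Figure D6:**
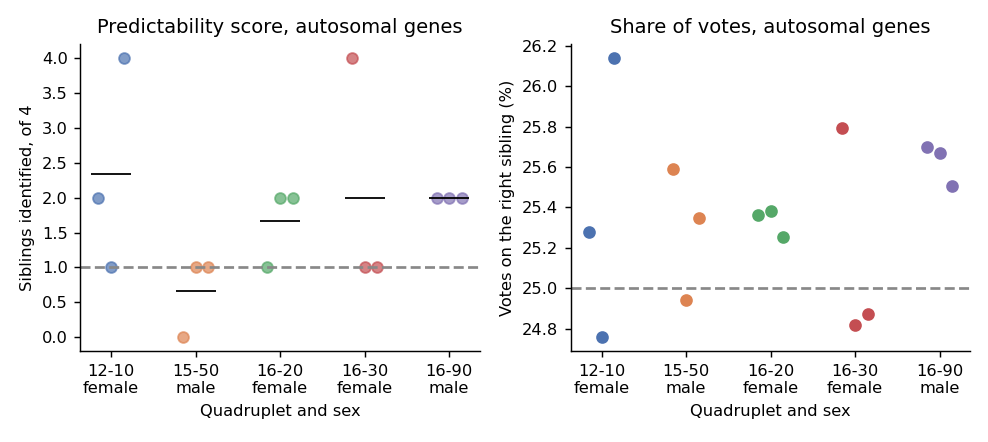
Left, number of siblings of 4 identified from autosomal genes for each left out time point (points) and their mean (bar), with chance at 1. Right, share of votes on the right sibling, which lies between 24.8% and 26.1%, with chance at 25%.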

In magnitude of impact, this is approximately equivalent to an additional half an X-chromosome worth of imbalance distributed across the genome of both females and males. 

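The X genes scored 1.78 above chance in the 3 female quadruplets, and the autosomal genes 0.733 above it in all 5 quadruplets, which is 41.2% of the X value over different animals. By share of votes on the right sibling the autosomal genes lay closer to chance, with 25.4% compared with 34.1% for X genes and 25% by chance. The mean autosomal score was 2.00 in the 3 female quadruplets and 1.33 in the 2 male ones, a difference that 3 of the 10 groupings of 3 against 2 quadruplets equal or exceed (exact permutation p = 0.3, one-sided). From the scores, the paper concludes that a further imbalance is spread over the genome of females and males, and gives its size relative to that of an X chromosome (Fig. 3g).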

Looking across all quadruplets, we can find an average of 700 genes exhibiting strong imbalances. This is much larger than an estimated germline de novo mutation rate of 19 to 21 per generation based on data from 36 mammals^18^, consistent with our model that these allelic imbalances arise epigenetically, like XCI. 

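The feature genes of a pair of time points were those whose 4 siblings had the same order of allelic ratios at both. Averaged over the 3 pairs of time points and 5 quadruplets, there were 195 per pair, against 189 expected under permuted sibling labels, a ratio of 1.04 (exact permutation p = 0.0308, one-sided). By quadruplet the mean per pair was 188 in 12-10, 194 in 15-50, 190 in 16-20, 196 in 16-30 and 209 in 16-90, against 188, 189, 194, 182 and 190 expected. The sum over the 3 pairs averaged 586 genes per quadruplet, 569 of them distinct. At all 3 time points 8.6 genes kept the order, where 9.06 are expected if no ratios are tied. The 189 per pair includes ties and the 9.06 does not, so 8.6 is not shown to lie below chance. The number follows the number of SNPs entered: with all SNPs of a gene it was 1580 SNPs per pair (exact permutation p = 0.0267). Without 16-90 the number was 192 (exact permutation p = 0.17) and without 16-30 it was 195 (exact permutation p = 0.119), so the excess over chance rests on these 2 quadruplets.

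**Figure D7:**
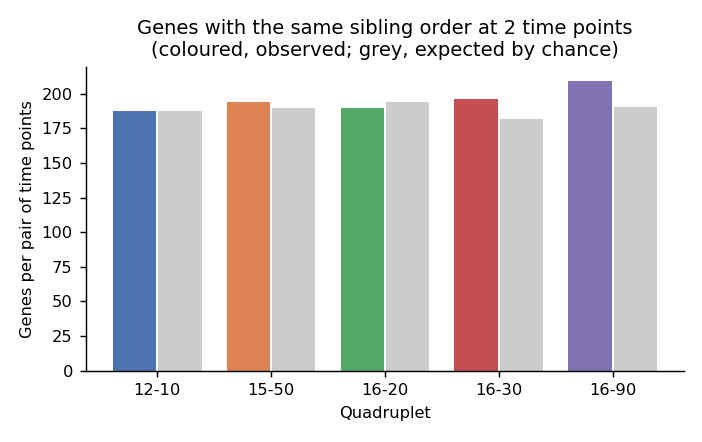
Number of genes with the same order of the 4 siblings at both time points of a pair, mean of the 3 pairs (coloured), and the number expected by chance (grey), for the 5 quadruplets. Observed numbers lie between 188 and 209 and expected ones between 182 and 194.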

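In the left out time point the feature genes identified 1.13 siblings of 4, where chance gives 1 (exact permutation of the sibling labels of that time point, p = 0.304). Random sets of autosomal genes of the same size scored 1.13 ± 0.267 (SD, 1000 sets), and 485 of them scored as high (empirical permutation p = 0.486). By quadruplet the score was 1.00 in 12-10, 2.00 in 15-50, 0.667 in 16-20, 1.17 in 16-30 and 0.833 in 16-90. The score of random sets rose with their size, from 1.06 with 100 genes to 1.25 with 700 and 1.46 with 2000. Thinning the reads of the siblings to the same number gave 1.55 (exact permutation p = 0.0151), and leaving out 15-50 gave 0.917 (p = 0.635).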

Using these imbalanced genes as the feature set was predictive of individuality and gives approximately the same score as the genome in aggregate (Fig. 3h, *p* ~ 0.002 for a gene set of that size, permutation test), implying a significant fraction of these genes are epigenetically differentially canalized. Because of the relationship between cell population and variance, greater imbalance implies a smaller number of cells present when our signal originated, which can be explicitly evaluated as in our earlier model.

Assuming our signal is explained by 700 genes and that epigenetic marks are set at approximately the same time, we estimate that most of the observable variance is due to non-genetic marks set early in the development of the blood lineage, at around a few hundred cells (Fig. 3i). 

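The variance between siblings that persists over time was estimated from the products of sibling differences at different time points, in which sampling error and shared reference bias average out. This estimate was chosen after the data were seen. For autosomal genes with at least 10 reads in every library it was 6.65e-05 (3.37e-05 to 1.00e-04 from resampled genes, which leaves out the sampling of animals, as do the intervals that follow) on average over the 5 quadruplets and 3907.6 genes. Spread evenly over all genes, this corresponds to 3760 cells (2491 to 7419). If it were carried by 700 genes and none of the others, it would correspond to 674 cells (446 to 1329), and with 500 genes to 481 (319 to 949). By quadruplet, the variance of autosomal genes off scaffold JH573670 lay between -2.75e-05 in 16-20 and 1.22e-04 in 16-90, and that of X genes was 0.00194 in 12-10, 0.00143 in 16-20 and 0.00501 in 16-30. From the relation of variance and cell number, and taking the signal to come from its feature genes, the paper estimates that the marks were set early in the development of the blood lineage.

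**Figure D8:**
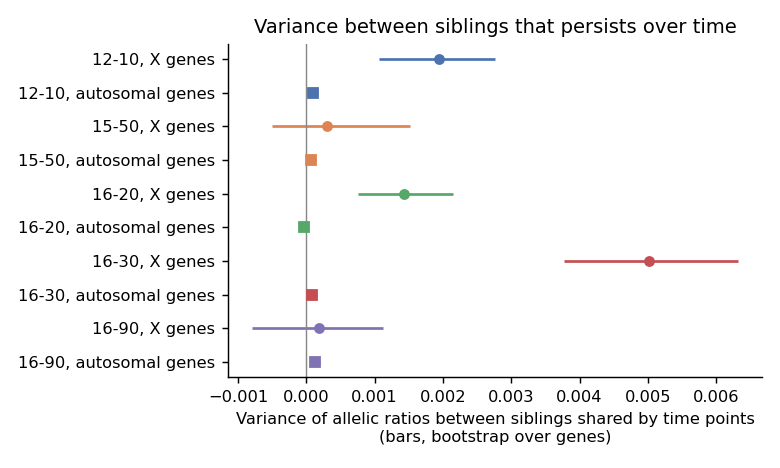
Variance of allelic ratios between siblings that persists over time, for X genes (circles) and autosomal genes (squares) of the 5 quadruplets, with intervals from resampled genes. X genes of the female quadruplets lie between 0.00143 and 0.00501, and the intervals of the male quadruplets' X genes include 0.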

Given the nature of epigenetic regulation, this is plausible, as the reprogramming of the embryo and setting of marks occurs at these stages^19^. However, there are other population bottlenecks (e.g., progenitor pools) within specific cell lineages, so even an exact number of cells does not define an exact developmental stage without broader assessment across tissues to observe shared and distinct relationships. Functionally, the signature of the allelic imbalanced genes was unique to each sibling cohort of quadruplets, but did include enrichment for a common immune component (Fig. 3j), as expected by the cell lineages sampled within our experiment. However, the more prominent signals are related to signaling and enzymatic activities. Functionally, these are of interest in development as they ensure the switching on and off of programs that may result in phenotypic abnormalities if not controlled.

### Modeling haplosufficiency suggests canalized alleles may contribute substantially to disease

Having found major variability in the transcriptional endophenotype of our quadruplet sets, we next considered how this could directly affect the phenotype. Again, taking XCI as a conceptual model for the individual alleles on the autosome, one possibility is that skewing could contribute to the penetrance of otherwise haplosufficient genes. In essence, a gene whose transcriptional state is set early in development will exhibit highly variable allelic ratios, yielding a disease phenotype if the disease-associated allele dominates the lineage. Is this a plausible source of disease incidence within natural populations?

In order to model this effect, we consider a disease allele present in a population that becomes pathogenetic in an individual if it represents a certain fraction of the total gene expression (Fig. 4a). If the individual inherits two disease alleles, this trivially means they have insufficient levels of a functional copy of the gene and will exhibit the disease (but it will be more severe). Alternatively, a gene whose expression is set early in development will exhibit increased variance in the adult cell population that may yield haploinsufficiency.

**Fig. 4:**
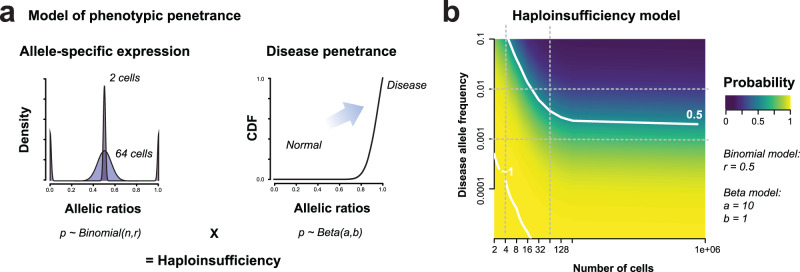
Canalized genes may contribute to disease. **a** Model where haploinsufficiency arises from the canalization of extreme allelic ratios, leading to disease penetrance. The allelic ratio of the disease-causing allele is given by a binomial model parameterized by the number of cells at which expression is canalized. Heterozygous individuals with extreme allelic ratios of the disease allele have an increasingly higher probability of developing the disease (beta distribution). **b** Probability that a disease is caused by extreme allelic ratios rather than homozygosity for the disease allele, depending on the disease allele frequency (y-axis, log scale) and the timing of canalization (in log-scaled number of cells, x-axis). Source data are provided as a  Source Data file.

Under this model, we calculated the probability that an observed disease phenotype arose via inheriting two disease variants as opposed to developmental stochasticity. As the disease variants become rare, the probability of inheriting two disease alleles becomes small much faster than the probability of inheriting only one and noise pushing it to be a high enough fraction of total expression to yield a disease phenotype. For example, at disease allele frequency 0.001, the disease is more likely to be caused by haploinsufficiency (probability > 0.5, Fig. 4b). For disease due to combinations of common variants, this model has essentially no explanatory power; i.e., such diseases will essentially never arise due to independent unlucky expression of deleterious variants (probability <0.5 at frequency 0.01 for allelic imbalance determined after the 16 cell stage, Fig. 4b). In contrast, this model suggests a very large role for stochasticity in the impact of rare variants, particularly in disorders that are known to arise during development. Such studies have observed a sharp enrichment for loss of function variants combined with haploinsufficiency, but the degree of phenotypic heterogeneity for a given genotype is very high, with significance for variants largely arising across genes rather than for individual ones^20^. This is consistent with a model in which the early developmental stochasticity for allele choice is a major determinant of final phenotypic penetrance of a heterozygous individual.

## Discussion

In human studies, expression variability is most simply thought of as being due to some combination of environmental and genetic factors, leaving “noise” purely as a nuisance term. More complex models may include epigenetic associations of phenotypic and behavioral interactions^21^, but canalized noise is still rarely considered (although see, for example:^22,23^). However, random effects provide an extremely useful record of shared history, a fact exploited in lineage analyses of all types^24–27^. To discover the permanent imprint of noise on cells in the organism, our study design exploited the shared environment of alleles within cells. In armadillos, this cellular control is particularly strong since the genetic background is perfectly shared. Thus, extrinsic noise (i.e., from outside the cell) is shared by the two alleles, leaving variability in expression of alleles potentially driven by intrinsic noise^28,29^. Because this intrinsic noise is inherited down cell lineages, it leaves a permanent mark shared across many cells. While other study designs have, for the same reason, also focused on engineering or exploiting cases where allelic output can be carefully measured^10,30,31^, armadillos offer unusual robustness and replicability by sampling across identical sets of independent outbred genetic backgrounds. That they are mammals also provides a useful reference for the epigenetic signals we uncovered in the form of XCI, where the results of intrinsic variability are clear. Our key finding in armadillos is that similar allelic imbalances exist on the autosomes and are stably preserved and substantial in aggregate effect, totaling approximately half an X-chromosome worth of signal in both males and females in this species.

Our study has a number of limitations due to our use of a non-model organism and our interest in subtle inter-individual effects. Key limitations include our use of peripheral blood mononuclear cells (PBMC) as our sample source, reference genome quality in the armadillo, the number quadruplet sets and variability between quadruplet sets. PBMCs offered the advantage of sampling over time without sacrificing the animals. This is key in studying natural heterogeneity over developmental time in contrast to pseudo-development in a functionally clonal group (e.g., isogenic mice sacrificed at different stages). Of course, the use of PBMCs potentially limits the generality of the results. However, in humans, we have shown that XCI ratios are shared across tissues^32^. Although the number of quadruplets used in our study was relatively small, our experimental design, which involved sampling at different time points within each individual of a quad, provided an unusually well-structured framework in which many genetic and environmental effects are controlled. Our experimental design was enabled by our use of armadillos, but leveraging this non-model organism does create challenges with respect to genome annotation. We resolved this by sequencing the individual genomes and assembling the X-chromosome; this yields much higher quality data but at a much higher expense. In contrast to the environmental control within quadruplet sets, we did have variability between quads due to the alternate use of the armadillo colony to study Hansen’s disease (at later ages). Since virtually all our analyses were within quads, this has little impact on our results, other than showing they are robust to shared environmental changes which would normally occur. However, this may explain one of our key findings, which was limited functional overlap in the ASE signatures across quads.

Lack of overlap could reflect fundamental biological differences between the quadruplet litters, or it could reflect our ability to detect distinct ASE. We think of this as being a question of whether the Waddington landscape is somewhat distinct between litters. If each litter has a subtly distinct landscape (partly due to their genome and partly due to their environment including, e.g., pathogen exposure), it is very easy to imagine minor perturbations creating unique signals in each litter. On the other hand, if all armadillos share a landscape (for the purpose of our analysis), lack of overlap is more surprising. However, it could be explained by a broad signature such as our data otherwise supports, and technical limitations being the key driver of which subset of that broad signature we detect. Technical limitations in this context could include anything affecting our power to detect canalized allelic signatures such as quite plausibly different factors such as read depth, gene expression level, the allelic ratio itself, or even reference bias. We suspect that our results reflect a combination of both models.

Considering the implications of our work more broadly, variability in human phenotype is the product of genetic and environmental contributions, along with a complex interplay between the two^31^. While genomic data has permitted valuable progress in our understanding of both heritable and non-heritable phenotypic variation, this progress has been more piecemeal in sources of non-heritable variation. All studies of genetic or environmental influences on phenotype are affected by this unexplained, non-heritable variability or ‘noise’^33^. One possibility is that ‘noise’ can be partitioned into well-defined categories of its own, based on underlying mechanisms. Development has long been thought to be a potential driver of unexplained phenotypic variability^34^ it is a time when small initial changes can permanently propagate forward to large later effect (Fig. 2c). While programmatic variability in development has received particular attention^35,36^, our works shows that early random effects could be a major source of phenotypic variance, particularly in the context of disease. In order to measure this developmental stochasticity, tight environmental and genetic control are necessary to minimize external drivers of variability, while outbred genetics are necessary to maximize the likely functional implications of observed variability. Although precise developmental timings may vary between mammals, the armadillo provides a valuable model system, with the closest parallel being outbred diversity crosses in mice.

The degree of skewing toward one chromosome over the other has been researched intensively^37–40^, and importantly it has been linked to disease, where female carriers of X-linked disorders can have differential disease penetrance as a function of skewing^41–43^. Historically, researchers have looked to causal mechanisms for this effect^41,44,45^, although our recent work suggests that the observed distributions are perfectly consistent with the expected number of cells in humans^32^. Cell selection is less of a concern in the case of the armadillo data since, if driven by either genes or environment, it is controlled within the experimental design. We suggest our approach is potentially powerful as a lineage tracing technique^32^, even though it relies on statistical barcoding across populations of cells, rather than barcoding of individual cells (which is inherently noisy). This diminishes the impact of, e.g., transcriptional bursting, which has led to substantial controversy about the presence of monoallelism^10,46^. Our results reconcile previous observations by showing that while such permanent allelic effects exist, they are far weaker and more graded than individual cellular measures would easily reveal. However, they represent an important marker of lineage decisions within the organism since they appear to mark early events in development that are permanently inherited, marking classical epigenetic events.

## Methods

### Armadillo collection and samples

This study complied with the NHDP Institutional Animal Care and Use Committee (IACUC) guidelines under the approved protocol “Leprosy research support and maintenance of an armadillo colony” (A-102). Five sets of armadillo quadruplets (20 armadillos in total) were used in this study(Supplementary Fig. 4, Supplementary Table 1). Sex was considered in the study design. Pregnant females were captured using long-handled nets at night from the wild in 2012, 2015 and 2016. Capture of the pregnant females was done during the spring to avoid collecting females who were nursing young, but were potentially pregnant. The animals were retrieved from the nets and placed in kennels for immediate transport to the holding facility at the University of the Ozarks, Clarksville, AR. The pregnant females were kept in outdoor pens that had burrows where they gave birth to the quadruplets. The babies were kept with the mothers until they were observed foraging at about 6–10 weeks postnatal age. After separation from the mothers, the animals were housed together in semi-outdoors pens (rubber covered concrete floor under a roof). Most litters in the semi-outdoor pens shared the pen with another litter, either from this study or a separate one (2 litters per pen). All adults and young over 49 days postnatal age (pna) were fed a mix of dry dog and cat chicken-and-rice chow moistened with water—in an approximate ratio by volume of 1:1:2. Adults were provided 0.75–1.5 cups (indoor-outdoor) of moistened chow once a day during the gestation and 1.25–1.75 cups per day during known or suspected lactation. Animals housed in outdoor enclosures were able to forage as well. Occasionally, a raw egg and earthworms were provided in addition to the chow. Litters were fed replacement formula of reconstituted Esbilac puppy replacement formula until old enough^47^. After 35 days pna, the diet was gradually transitioned to that of adult by 49–56 days pna. The wild-caught females were administered 0.15 ml Ivermectin SC, and Exceed antibiotic if they showed any wounds or abscesses. Adults were dewormed every 6–8 weeks with Panacure on chow for three consecutive days, or with 0.2 ml Ivermectin on food. The babies were treated once with Panacure on chow for three consecutive days.

At four to five months of age, the animals were delivered to the National Hansen’s Disease Program (NHDP) facility in Baton Rouge, LA where siblings were placed in pairs in modified rabbit cages^48^. They were fed the same dry food as that given at the Arkansas facility. After a period of adaption of approximately one year, the animals were treated with Penicillin (1.0 mL) and dewormed with Ivermectin (0.1 mL) and Praziquantel (0.4 mL). Prednisone (10 mg/mL) was also given at this time.

### Armadillo time course analysis and Hansen’s disease

Blood samples were collected at three time points per quadruplet staggered over the course of a year, starting from March 2017 until August 2018 (Supplementary Table 1). The pilot study consisted of two sets of quadruplets (12–10 and 15–50), and then later blood was obtained from quadruplets 16–20, 16–30 and 16–90. The names of the armadillo quadruplets were chosen according to the year of capture of the pregnant mother (e.g., 16–XX for 2016). 

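Between quadruplets, the mean correlation of expression over all genes at time point 1 lay between 0.959 and 0.964 for the 10 pairs of quadruplets. The pairs with the lowest means all included 16-90. The libraries of 12-10 and 15-50 at this time point were prepared in a batch of their own, and the mean for this pair, 0.962 ± 0.00102 (SD, n = 16 pairs), was within the range of the pairs that cross the batches.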

The analysis of the overall transcriptome and the top 1000 highly variable genes (Fig. 1d, Supplementary Fig. 1) suggests that all quads are roughly equally distant from each other (no evidence for any clear grouping or driver of variability such as age or SNP overlap shown in Supplementary Fig. 6). During the course of the year, the original two of the five sets of armadillo quadruplets were infected intravenously in the saphenous vein with 1 × 10^9^ *Mycobacterium leprae* derived from athymic nude mice^49^ – both after the first time point was collected. Blood was collected at different time points throughout the course of disease and at 18–24 months post-infection, the animals were humanely sacrificed when they developed heavy *M. leprae* dissemination with severe hypochromic microcytic anemia. The bacteria will locate in the bone marrow and the animals will eventually succumb to secondary complications of persistent bacteremia if not sacrificed^50^.

### Armadillo RNA-sequencing

Blood was collected from the subclavian vein in BD Vacutainer Glass Mononuclear Cell Preparation (CPT) tubes (Fisher, USA), and PBMC were isolated following standard protocols^51^. Blood collection was performed under general anesthesia using Ketamine HCL (10 mg/kg) and Dexdomitor (0.1 mg/kg). All animals were screened for leprosy and their health (CBC and blood chemistry) evaluated at tri-monthly blood screenings. RNA was extracted from the PBMC using an automated Maxwell 16 Instrument (Promega) and a Total RNA purification kit (Promega). Library preparation was done with a poly(A) selection kit (KAPA mRNA HyperPrep) to enrich for mRNAs. Multiplexed paired end sequencing (PE76) was done using an Illumina NextSeq500 on multiple flow cells. We blocked for lane batch effects by splitting the quadruplet samples into pairs and ran two pairs of each set per flow cell (Supplementary Table 2). 

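Over the 15 pairs of time points within the 5 quadruplets, in 0 cases were the siblings split over lanes in the same way at both. At 3 of the quadruplet and time point combinations all 4 siblings were on 1 lane.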

We downloaded the armadillo genome (DasNov3) from *Ensembl* (v95)^52^, and generated an index file for use within STAR^53^. We mapped reads with STAR and standardized counts to counts per million (CPM) by summing the counts and dividing by 1e6 (Supplementary Fig. 5 and Supplementary Table 3).

### Armadillo DNA-sequencing

DNA was extracted from blood collected according to standard protocols. We sequenced each quadruplet together to obtain their identical genome sequence. We pooled DNA from all four individuals of a quadruplet, except in the case of quadruplet 16–30 where we could not get enough DNA from individual 16–301 (Supplementary Table 4). An average of 2.3 µg of DNA per quadruplet were sent for whole genome sequencing at the New York Genome Centre (NYGC). Library preparation was Illumina TruSeq Nano DNA, 450 bp. Sequencing was done on the NovaSeq with 2 × 150 bp. Coverage depth was 30X. Reads filtered on quality and were aligned to the DasNov3.0 genome from NCBI using BWA^54^. Variants were called from the BAM files using the GATK Unified Genotyper^55^ following best practices for DNA variant calling^56^ (Supplementary Fig. 6).

### Armadillo personal genome generation

We used g2gtools (unpublished, https://github.com/churchill-lab/g2gtools v0.2.0) to generate a personal quadruplet genome for each quadruplet set. We first created VCI files of the SNPs and INDELs using the g2gtools vcf2vci with the –pass and –quality tags. This is an indexed version of the VCF file required by g2gtools. Homozygous (alternate) SNPs and INDELs that passed quality control were kept. SNPs were incorporated into reference genome FASTA file using the g2gtools patch command. INDELs were then incorporated into the patched genome with the g3gtools transform command. A chain file was generated using the g2gtools vcf2chain command. We updated the genome annotation file (liftover) using the new genome with the g2gtools convert command. As the genome of the armadillo is not assembled beyond a large number of scaffolds, the patches and transformations were done per scaffold. Once completed, we concatenated all the scaffold FASTA files back into one. With these five personal genomes, we generated individual STAR indices. Using samtools (v.1.9), we generated index files for the new genomes, and dictionary files with picard from GATK (v3.6.0)^55^.

### Armadillo personal genome mapping and allele specific expression analysis

Following quality control, we mapped reads from each quadruplet to their personal genome with STAR (v2.7)^53^ (Supplementary Table 5). The resulting bam files were then run through GATK’s v3 best practices pipeline^56^ to filter for quality alignments. Briefly, the pipeline involves adding read groups, marking duplicates, and then splitting and trimming based on CIGAR. A WIG file was then built using the count command in IGVTools (v2.3.80)^57^. We then generated a VCF file with the heterozygous and homozygous (alternate) SNPs for each quadruplet. This VCF file was converted to a BED file, and then liftover to update the coordinates to the personal genome. This was then converted back to a VCF file. The SNPs (VCF) and counts (WIG) were then overlapped to obtain allele specific counts. Once again these were all performed on individual scaffolds, and recombined at the end of the analysis, which allowed for parallelization of the pipeline.

### Defining the armadillo X-chromosome

As the genome of the armadillo is unassembled, we constructed the X-chromosome by identifying which scaffolds were most syntenic to mammalian X-chromosomes. As the X-chromosome has high synteny between mammalian species (e.g., mouse and humans 95%, Supplementary Fig. 7), we used alignments of armadillo scaffolds to the X-chromosome of both human and mouse. We used the UCSC^58^ chain/liftover files between the armadillo genome and the human (hg38) and mouse (mm10) genomes. We extracted the scaffolds from these files that align to the respective Xs of the species. There were over a million human alignments (1,231,264) to around 2 K armadillo scaffolds (Supplementary Fig. 8). 

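On the scaffold JH573670, 22 genes with SNPs matched by name to a gene of the RefSeq annotation of assembly mDasNov1.1.hap2, and 0 of them lay on the X chromosome there; all were on chromosome 14, among them NBN, RIPK2, MTDH and WWP1. The scaffold had heterozygous SNPs in both male quadruplets, 73 in 15-50 and 146 in 16-90, and 114, 104 and 71 in 12-10, 16-20 and 16-30. It was therefore counted with the autosomes here. With X limited to this scaffold and that of the XIST locus, the cell number was 154.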

The largest and most overlapping to the human X was scaffold JH573670.1, but holds no annotated human X homologs. To the mouse, there were less than a million alignments (873,607) to around 1.6 K armadillo scaffolds. The largest is once again scaffold JH573670.1. We included smaller scaffolds with a high overlap (90% alignment) with the human and mouse X as the remaining potential X scaffolds. 

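The deposited tables name 6780 genes with SNPs, of which 6377 (94.1%) matched 1 gene of the annotation used for the assignment. By this match 50 scaffolds were called X, and with the XIST scaffold 51. Every matched gene on the 50 scaffolds lay on X, 108 genes in all, out of 110 matched X genes. The alignments to the human and mouse X chromosomes that the authors used were not used here.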

We consider these scaffolds to represent most of the X-chromosome of the armadillo. As a final X identifier, we located an *XIST* homolog which is not annotated in the current annotation. Using the human *XIST* sequence (NC_000023.11), we performed a BLAST^59^ search on the armadillo genome. Of the 16 hits that were to annotated armadillo genes, we then performed a reverse BLAST on the human genome to find the reciprocal top hits. The two genes (ENSDNOG00000033080 and ENSDNOG00000047775) match to two *XIST* exons, and both these genes belong on the same armadillo scaffold (JH583104.1) and are within a few 100 Kbp (Supplementary Table 6). These two genes were also hits using the mouse *Xist* (NC_000086.7, Supplementary Table 7). 

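The expression of the genes at the XIST locus separates the sexes in the deposited CPM. ENSDNOG00000033080 had a mean of 35.3 CPM in females and 0.00203 in males, and ENSDNOG00000047775 had 21.6 CPM in females and 0 in all 24 male libraries. The mean log2(CPM + 1) of both genes, averaged over the time points of an animal, was 4.78 ± 0.260 (SD, n = 12) in females and 0.00143 ± 0.00404 (SD, n = 8) in males (two-sided permutation test over the 20 animals, p = 1e-05, the smallest that 100000 resamples can give; 2e-05 after Benjamini-Hochberg adjustment over 6 comparisons). Siblings share their sex, and with 3 female and 2 male quadruplets the exact permutation p was 0.1, the smallest possible. Each female library had between 516 and 2057 reads on the genes together, and each male library at most 1. Of the other genes shown in Supplementary Fig. 9A, ENSDNOG00000035401 and ENSDNOG00000042440 had at most 0.283 log2(CPM + 1) in any animal, with female minus male differences of -0.05 and 0.03, and ENSDNOG00000047898 had no read.

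**Figure D9:**
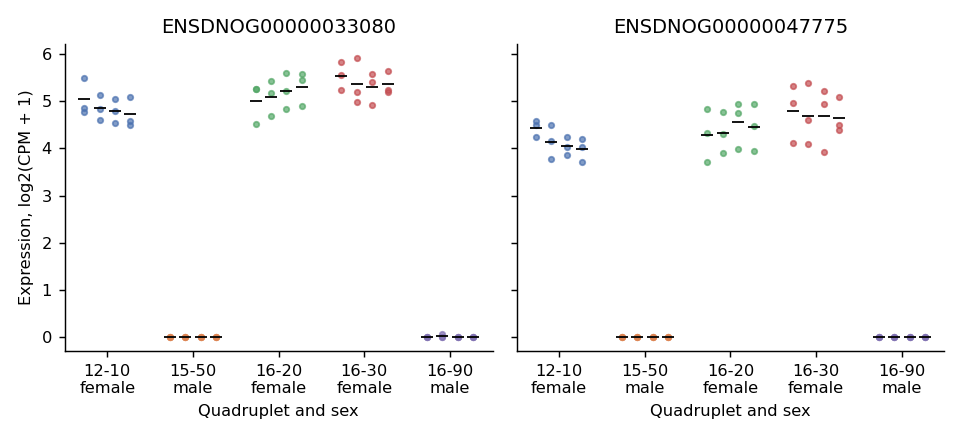
Expression of the genes at the XIST locus in every library (points) with the mean of each animal over its 3 time points (bars), as log2(CPM + 1). Female libraries lie at 3.71 and above and male ones at or near 0.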

Using these genes as placeholders, we could derive the rest of *XIST* from the read pileups (Supplementary Fig. 9). The locus is JH583104.1:145,010-175,550.

### Building functional annotation sets for the armadillo

Currently, no gene functional annotations exist for the armadillo. We used the gene annotations from *Ensembl*^52^ to generate a gene ID map between human and armadillo homologs. From the total of 33,374 coding and non-coding genes and transcripts annotated for the armadillo, there are 13,492 human homologs. In close parallel to the GO^60^ annotation project’s own process, we built an armadillo ontology using human gene-GO annotations^61^. Within our current mapping, on average, each armadillo gene belongs to ~85 GO groups, and each GO group has on average ~56 genes.

### X-chromosome inactivation analysis and cell number estimates

For every female armadillo, we estimated the X inactivation ratios of genes with alleles. For this, we took the variants called on the X scaffolds. For each gene, we combined the three timepoints by adding the count data. Since we do not have phasing information but wished to summarize the allelic ratios to a single gene, we took the most powered SNP (that with the most reads) as the representative SNP and calculated the allelic ratio as

1 $${AS}{E}_{g}={r}_{g}/{c}_{g}$$

where $${AS}{E}_{g}$$ is the allelic ratio for gene $$g$$, $${r}_{g}$$ is the number of reads mapping to the reference allele, and $${c}_{g}$$ is the total read count. The gene ratios $${AS}{E}_{g}$$ were then used to estimate the X skewing ratio for the individual female armadillos. For each individual $$i$$, we fitted a folded normal to the ratios $$\{{AS}{E}_{g}\}_{g \in {chrX}}$$ and used the maximum log likelihood estimate to obtain the estimated overall folded skew $${f}_{i}$$ Finally, we took the variance of the estimated unfolded skew values $$\{1-{f}_{i},\; {f}_{i} \}_{i\in {females}}$$ to estimate the number of cells (N) in the original starting pool^62^. The formula for the variance of a binomial distribution was used. Since we assume that the probability of a cell inactivating either X is 0.5, *p* = *q* = 0.5 so the formula becomes:

2 $$N=\frac{{pq}}{{Variance}}$$

3 $$N=\frac{1}{4{Variance}}$$

### Detecting allelic imbalance

To detect SNPs with significant allelic imbalance, we modeled the ASE of the specific SNP $$g$$ from one of the alleles using the binomial distribution as follows

4 $${Binom}\left(k,\, \, {c}_{g},\, \, {p}_{g}\right)=\left(\frac{{c}_{g}}{k}\right){p}_{g}^{k}{\left(1-{p}_{g}^{k}\right)}^{{c}_{g}-k}$$

where $$k$$ is the amount of sequencing reads that contain the reference allele for $$g$$, $${c}_{g}$$ is a total read count overlapping the genomic location of $$g$$, and $${p}_{g}$$ is the probability that the expressed mRNA is transcribed from one of the alleles with $$g$$. Because all individuals within the quadruplet are genetically identical, we assume the null model in which no epigenetic canalization occurred and $${p}_{g}$$ is shared within the quadruplet. $${p}_{g}$$ for each quadruplet was estimated in two different ways; one is the ratio of ASE by pooling all sequencing reads from the quadruplet and another is the average of the ASE ratios computed for each individual. 

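Over the 336341 SNPs with reads in every library and more than 5 reads on each allele, the pooled and the averaged ratio of the siblings had a Pearson correlation across SNPs of 0.990, and of 0.989 to 0.990 within each quadruplet. SNPs of 1 gene are not independent.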

Because $${p}_{g}$$ values estimated in those ways were highly correlated (Pearson correlation coefficient = 0.989), we only show the results for $${p}_{g}$$ estimated by the pooling method.

To test the deviation from the null model that all four individuals have an identical ASE ratio $${p}_{g}$$ (no canalization at any stages), we used Fisher’s method to combine the *p*-values computed for each individual as follows:

5 $$-2\mathop{\sum }\limits_{i=1}^{4}{{{{\mathrm{ln}}}}}\,P\left(k\le {k}_{i},\, \, {c}_{g},\, \, {p}_{g}\right)$$

where $${k}_{i}$$ represents the observed ASE for the *i*th individual. While Fisher’s method is known to follow a $${\chi }^{2}$$ distribution, the observed distribution was largely different from the expected null distribution. Several reasons may explain this phenomenon, such as reference biases or stochastic sequencing errors. 

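Applied to 3000 SNPs per quadruplet, a chi-square reference for the Fisher statistic gave a p of at most 0.05 for 0.100% to 0.367% of the SNPs and a median p between 0.680 and 0.687. The draws from the binomial distributions gave a p of at most 0.05 for 0.167% to 0.500% of them and a median between 0.524 and 0.532. Of 2000 simulated SNPs with no difference between siblings, 0.15% had an empirical p of at most 0.05.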

To obtain a more conservative result, we sampled ASE ratios from the null binomial distributions (with common parameter $${p}_{g}$$, but preserving individual coverage) for 10,000 times, generating a null distribution of Fisher statistics from which we deduced an empirical *p*-value. To test the time-invariance of ASE ratios within the quadruplet, we computed the Pearson and Spearman correlation of a quad’s ASE ratios between the first and later time points (Fig. 3f).

### Measuring identity

As a test for individuality, we developed a machine-learning method that tests for the relative consistency of expression across individuals from an armadillo quadruplet across time. This is equivalent to identifying differentially expressed genes, but rather than looking between two conditions or two individuals, it is across four. The idea here is that differentially expressed genes in this way are indicators of identity. We first select a feature set of genes based on correlations between two time points. For each gene, we calculate the Spearman rank correlation between the values across a quadruplet for one time point and a second time point. If the rank ordering is consistent (i.e., the correlation is 1), then this gene is selected as a feature gene. We then test for consistency in the third time point. As the first two time points are perfectly correlated, these genes form the training set, and the left out time point is the test set. A gene scoring matrix (4 by 4) is built per gene by comparing the ordering of the test and training data. Each individual gives a score of 1 to the test data individual it thinks it is (i.e., which rank it matches), and a 0 otherwise. We then sum all the feature gene scoring matrices to produce an aggregate scoring matrix. Then, in a winner takes all strategy, we calculate a score which represents the number of armadillos that correctly predict themselves. The final score is between 0 and 4, with 4 as perfect predictability i.e., each armadillo correctly identifies its future (or past) self. We repeat this three times, using the first and second time points as training, the first and third, and finally the second and third, and then testing in the left out time point. We average this across time points to get quadruplet specific scores, and also across all to get a final overall score for the analysis. We calculate an analytic *p*-value for this score by convolution of the expected distributions. We calculate an empirical *p*-value by repeating the learning task on randomly selected genes.

### Minimum requirements to detect allelic imbalance

To determine the requirements for detecting SNPs with canalized allelic imbalance, we performed an in silico assessment of the SNP discovery with a wide variety of experimental conditions. We used five parameters as controlled variables; coverage of total read counts for each SNP of each individual (coverage), ratio of canalized SNPs (ratio), statistical replicates to reduce the randomness of AUROCs (*N*), number of armadillo quadruplets, and number of cells at the timing of canalization (*cell*). In our simulations, each SNP is assigned to be either canalized or randomly sampled from both alleles. For canalized SNPs, we first sampled the background (canalized) ASE level for each individual from a binomial distribution with *p* = 0.5 and *n* = *cell*. We then sampled haplotype specific reads from a binomial distribution with *p* as determined in the previous step and *n* = *coverage*. Next, for each quad, we computed a *p*-value by extracting the two individuals with the minimum and maximum ASE ratios, then testing for equal ASE ratios using the chi-squared test (and Fisher’s exact test if the minimum read count is 5 or fewer). For non-canalized SNPs, we sampled *p*-values directly from the uniform distribution on the [0,1] interval. The *p-*values were then converted into False Discovery Rates using the Benjamini and Hochberg procedure^63^. The significance of the ASE bias for each SNP was judged according to the minimum adjusted *p*-values across multiple quads. Finally, we summarized performance as an AUROC by framing results in a binary classification setting, asking how well the minimum adjusted *p*-values were able to predict the ground truth SNP status (canalized/random).

### Empirical models to estimate genes and lineage

From the identity analysis, we estimate the number of genes that could drive the signal through a series of empirical models. In our first model, we simulate our allelic identity experiment. We took the underlying allelic expression data and added a proportion of variance to a fraction of the genes. We then calculated the average identity performance. We then convert the variance of the underlying data to a number of cells estimate by extending the analysis from the X inactivation estimate. To summarize, we assume that autosomal genes that display allelic imbalances are under regulatory control and are being expressed either monoallelically (some cells express one or the other), or differentially (one allele is expressed at a higher or lower amount). We also assume that this is persistent across time, such that once a cell is committed to expressing an allele, its lineage will continue to express this allele at a similar or equal amount. We also assume that this choice is random in a pool of cells at the same time. With these in mind, we can estimate the number of cells and the fraction of the genome that gives rise to the performance observed.

### Haplosufficiency modeling

To model the relationships between hetero- and homozygous mutations and disease appearance, we used the combination of a binomial distribution and a cumulative beta distribution. Let $$\mu$$ be the probability of the occurrence of a disease-related SNP across the population. We assume random mating in the parental generation so that each allele is inherited independently with probability $$\mu$$, such that the fraction of homozygous and heterozygous individuals is defined as $${\mu }^{2}$$ and $$2\mu \left(1-\mu \right)$$, respectively. In our model, the individuals with homozygous alleles are assumed to always show the disease phenotype. On the other hand, the phenotype for heterozygous individuals depends on their ASE level, which is randomly drawn from a binomial distribution with $$p=0.5$$ and a fixed population size $$c$$ representing the number of cells at the timing of X chromosome inactivation or any canalized regulation event. To model disease penetrance, we used the cumulative beta distribution with parameters $$\alpha=4$$ and $$\beta=1$$, corresponding to increasing likelihood to develop the disease for higher ASE levels (Fig.4A). Note that we set $${Beta}\left(0,\, \alpha,\, \beta \right)=0$$ to be consistent with the case that no disease phenotype is shown in the absence of transcripts from the disease-causing allele. Finally, the probability of showing a disease phenotype for a heterozygous individual is obtained by

6 $$P\left({Disease},\, \, c,\, \, p{{{{{\rm{|}}}}}}{Heterozygous}\right)={\int }_{0}^{c}{Binom}\left(x,\, \, c,\, \, p\right){\int }_{0}^{q}{Beta}\left(y,\, \, \alpha,\, \, \beta \right){dy}\,{dx}$$

where $$x$$ corresponds to the number of cells expressing the disease allele and $$q(=x/c)$$ is the ASE level. We computed an approximated probability by computing the above sum for each $$q$$ from 0 to 1 with the step 0.000001 (using the average of $${Binom}\left({qc},\, c,\, p\right)$$ and $${Binom}\left((q-0.000001)c,\, c,\, p\right)$$). Considering the probability of occurrence of the hetero- and homozygous genotypes, the ratio of disease individuals across the population is obtained as $$P\left({Disease},\, c,\, \mu \right)={\mu }^{2}+2\mu \left(1-\mu \right)P({Disease},\, c,\, {p|Heterozygous})$$.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All data are available in the main text, source data, or the supplementary materials. The accession numbers for the sequencing datasets reported in this paper have been deposited in Gene Expression Omnibus (GEO) under GSE141951 and Sequence Read Archive (SRA) under SRP233269. Source data are provided with this paper.

# Supplementary material for: The transcriptional legacy of developmental stochasticity
**Source:** Nat Commun. 2023 Nov 9;14:7226. doi: 10.1038/s41467-023-43024-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Fig. S1**

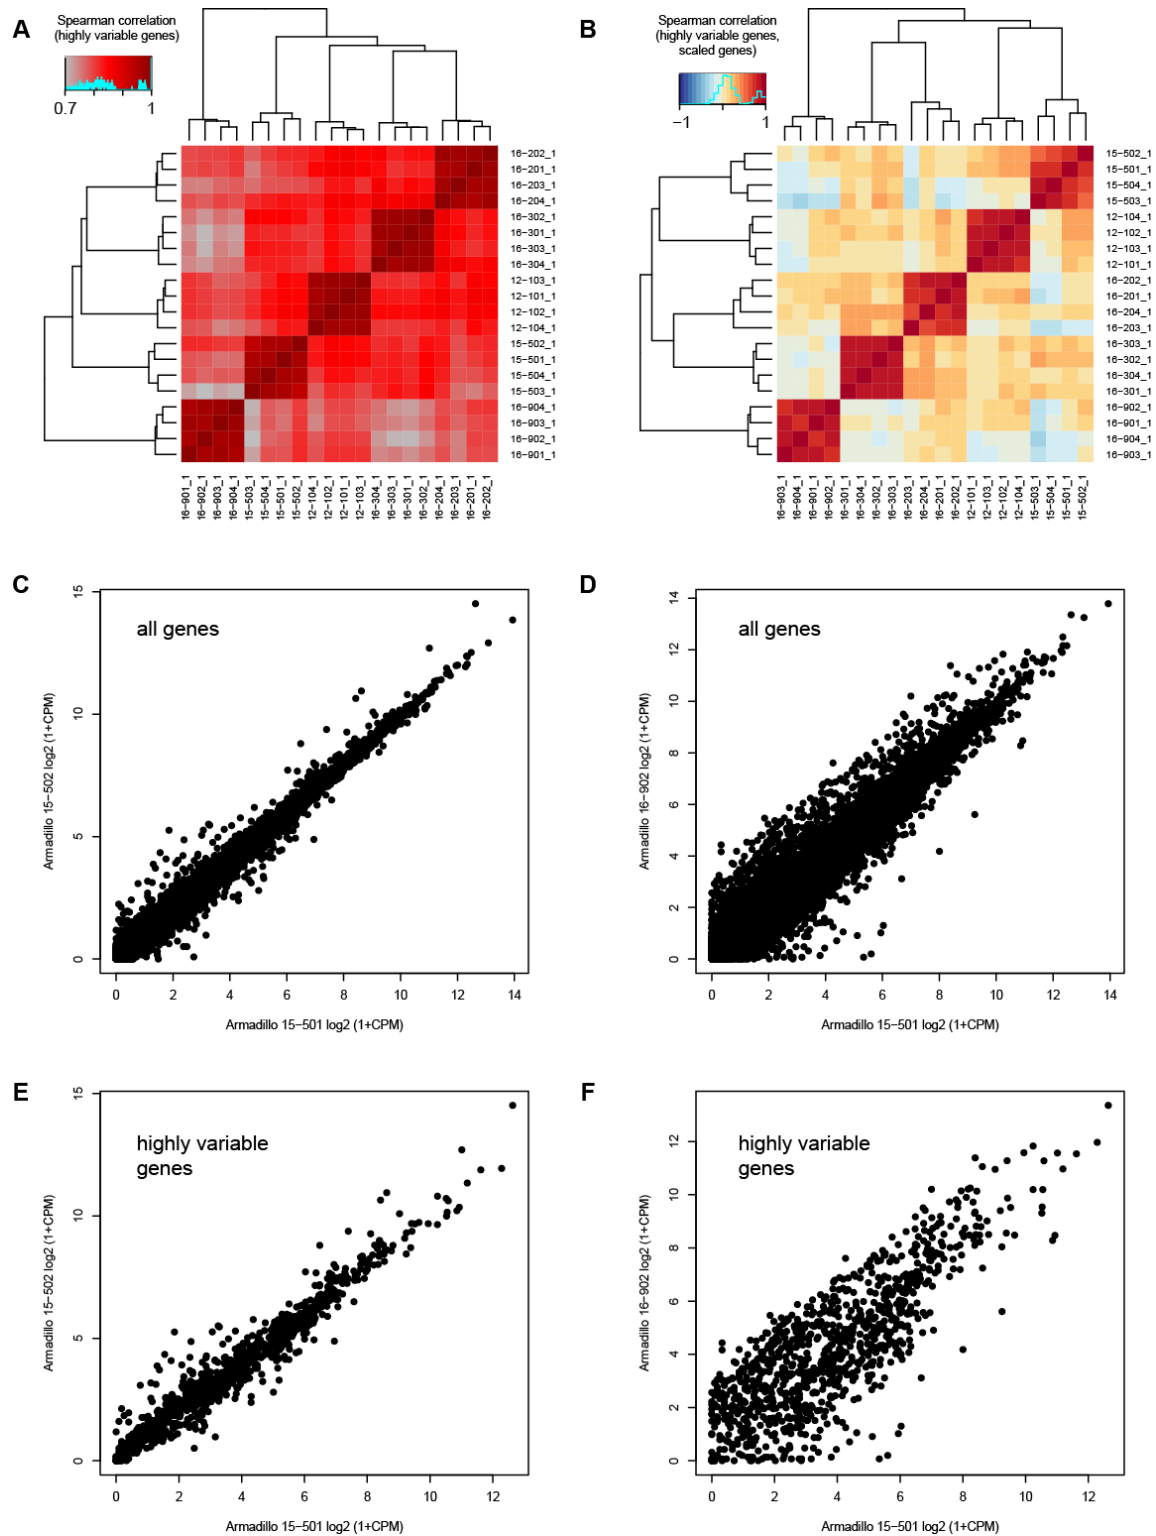

**Fig. S1. Transcriptomic similarity of the armadillos.** (A) Transcriptional similarity (Spearman correlation) based on top 1,000 highly variable genes. (B) Same as A, except genes are scaled (z-scored) before computing correlations). (C-F) Example scatter plot illustrating transcriptional correlation within (C, E) and across quadruplets (D, F).

**Fig. S2**

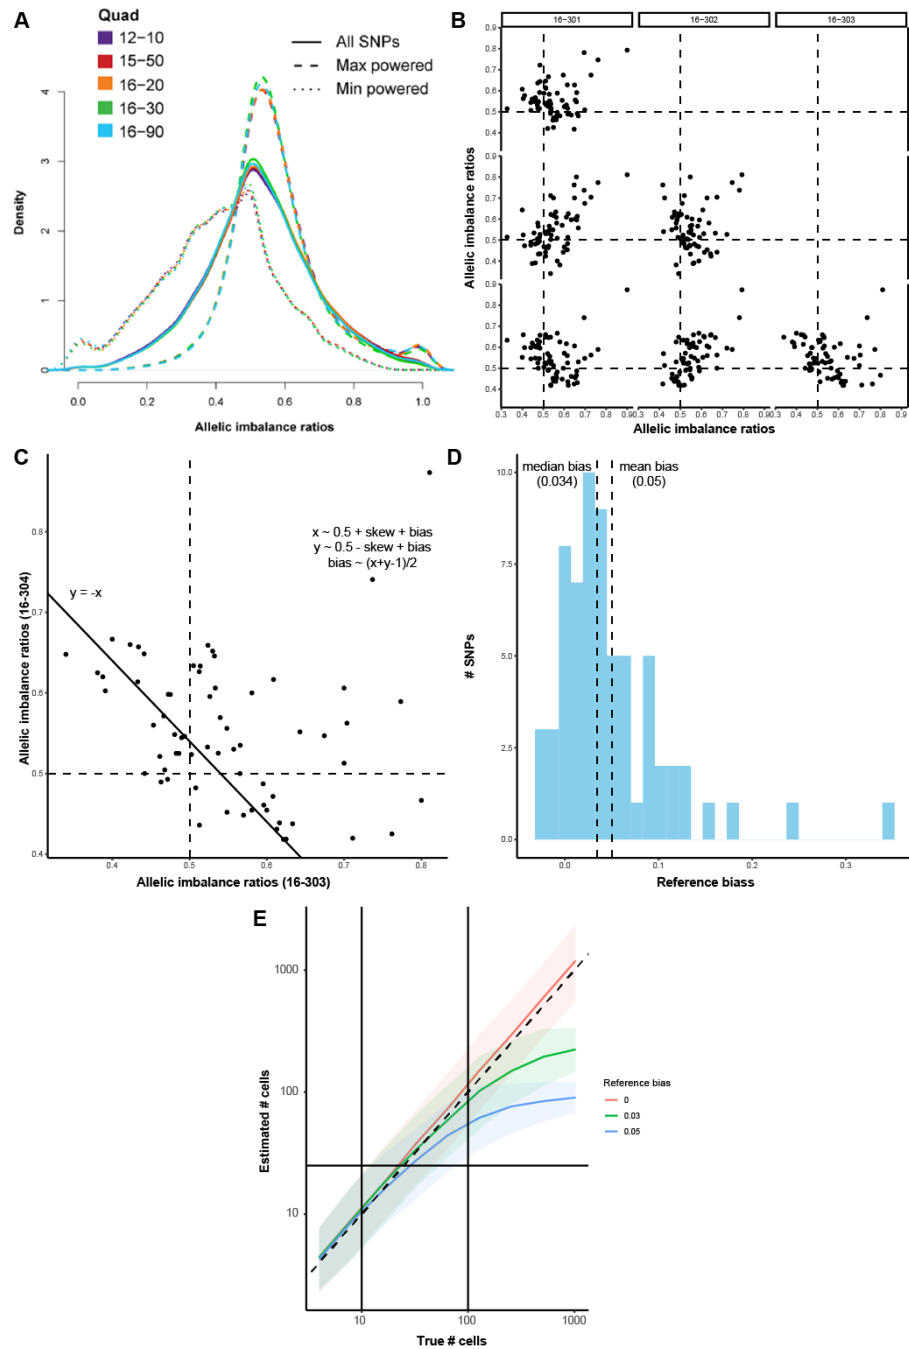

**Fig. S2. Impact of reference bias on XCI estimation.** (A) Allelic ratios for heterozygous SNPs on the X chromosome show evidence of reference bias (all SNPs, SNPs with most reads per gene, SNPs with fewest reads per gene). (B) Scatter plot showing correlation of allelic ratios for best powered SNPs on the X chromosome for siblings in quad 16-30. Individuals 16-303 and 16-304 have clearly anti-correlated ratios, indicating opposite skews. (C) Focus on allelic ratios of individuals 16-303 and 16-304. Most SNPs fall around the  $y = -x$  line, suggesting that these individuals have the same skew, but in opposite direction. The allelic ratio of each SNP can be seen as a combination of skew and reference bias, enabling us to estimate the magnitude of reference bias. (D) Estimation of reference bias for SNPs shown in (C). (E) Simulation-based computation (binomial model) of the impact of reference bias on XCI estimation: an estimated 25 cells is compatible with a true number of cells at XCI ranging from 10 to 100 cells for average reference biases up to 0.05.

**Fig. S3**

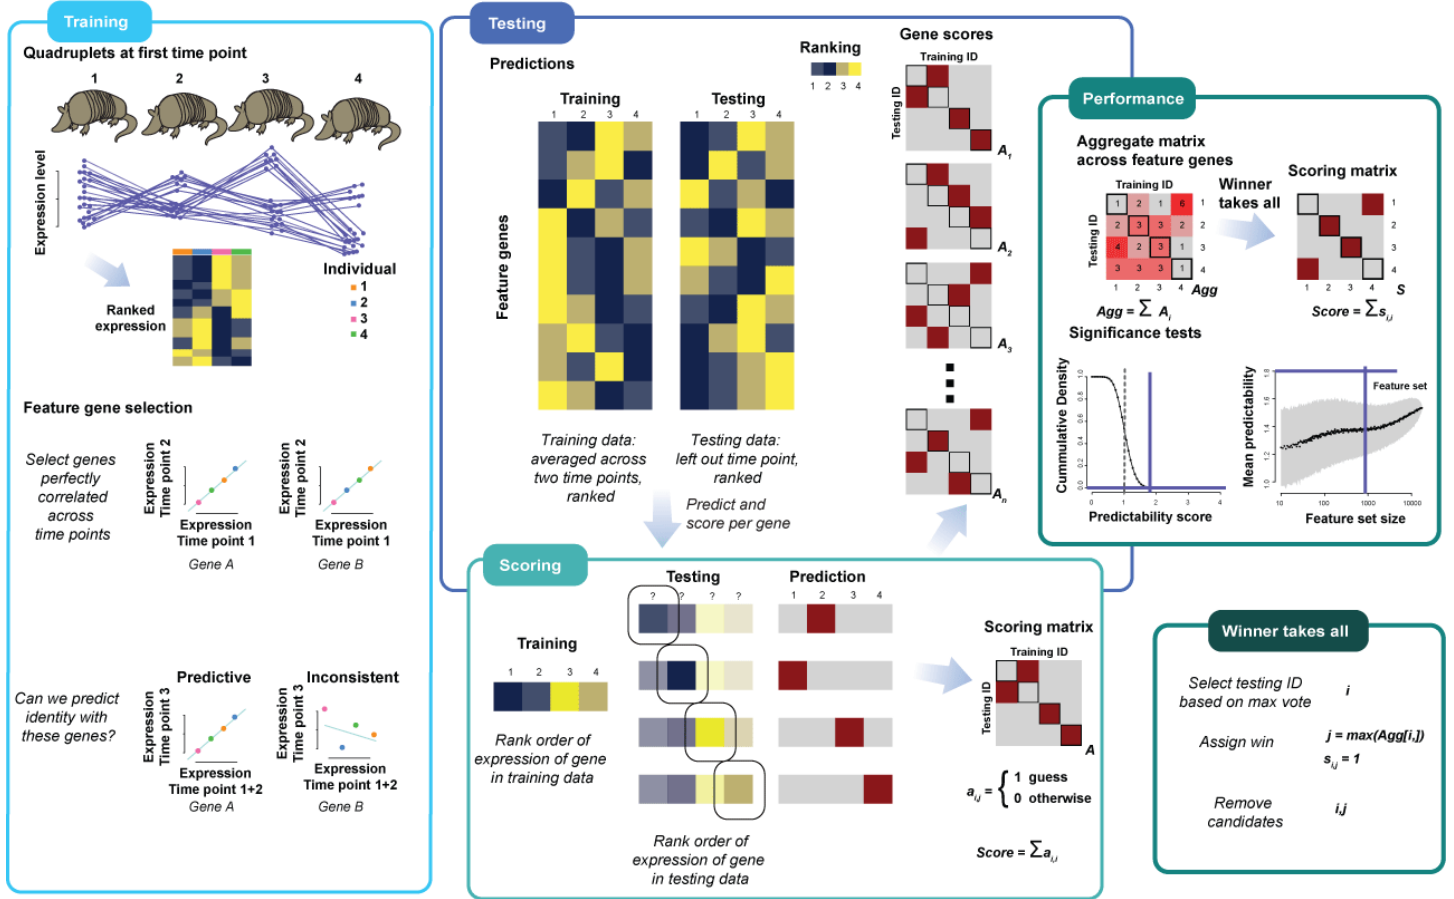

**Fig. S3. Testing for individuality.** Schematic of machine-learning method. Training: feature set of genes are selected based on correlations between two time points. For each gene, we calculate the Spearman rank correlation between the values across a quadruplet for one time point and a second time point. If the rank ordering is consistent (i.e., the correlation is 1), then this gene is selected as a feature gene. Testing: The first two time points are perfectly correlated, these genes form the training set, and the left out time point is the test set. A gene scoring matrix (4 by 4) is built per gene by comparing the ordering of the test and training data. Each individual gives a score of 1 to the test data individual it thinks it is (i.e., which rank it matches), and a 0 otherwise. Scoring: We then sum all the feature gene scoring matrices to produce an aggregate scoring matrix. Then, in a winner takes all strategy, we calculate a score which represents the number of armadillos that correctly predict themselves. The final score is between 0 and 4, with 4 as perfect predictability i.e., each armadillo correctly identifies its future (or past) self. Performance: We repeat this three times, using the first and second time points as training, the first and third, and finally the second and third, and then testing in the left out time point. We average this across time points to get quadruplet specific scores, and also across all to get a final overall score for the analysis. We calculate an analytic p-value for this score by convolution of the expected distributions. We calculate an empirical p-value by repeating the learning task on randomly selected genes.

Fig. S4

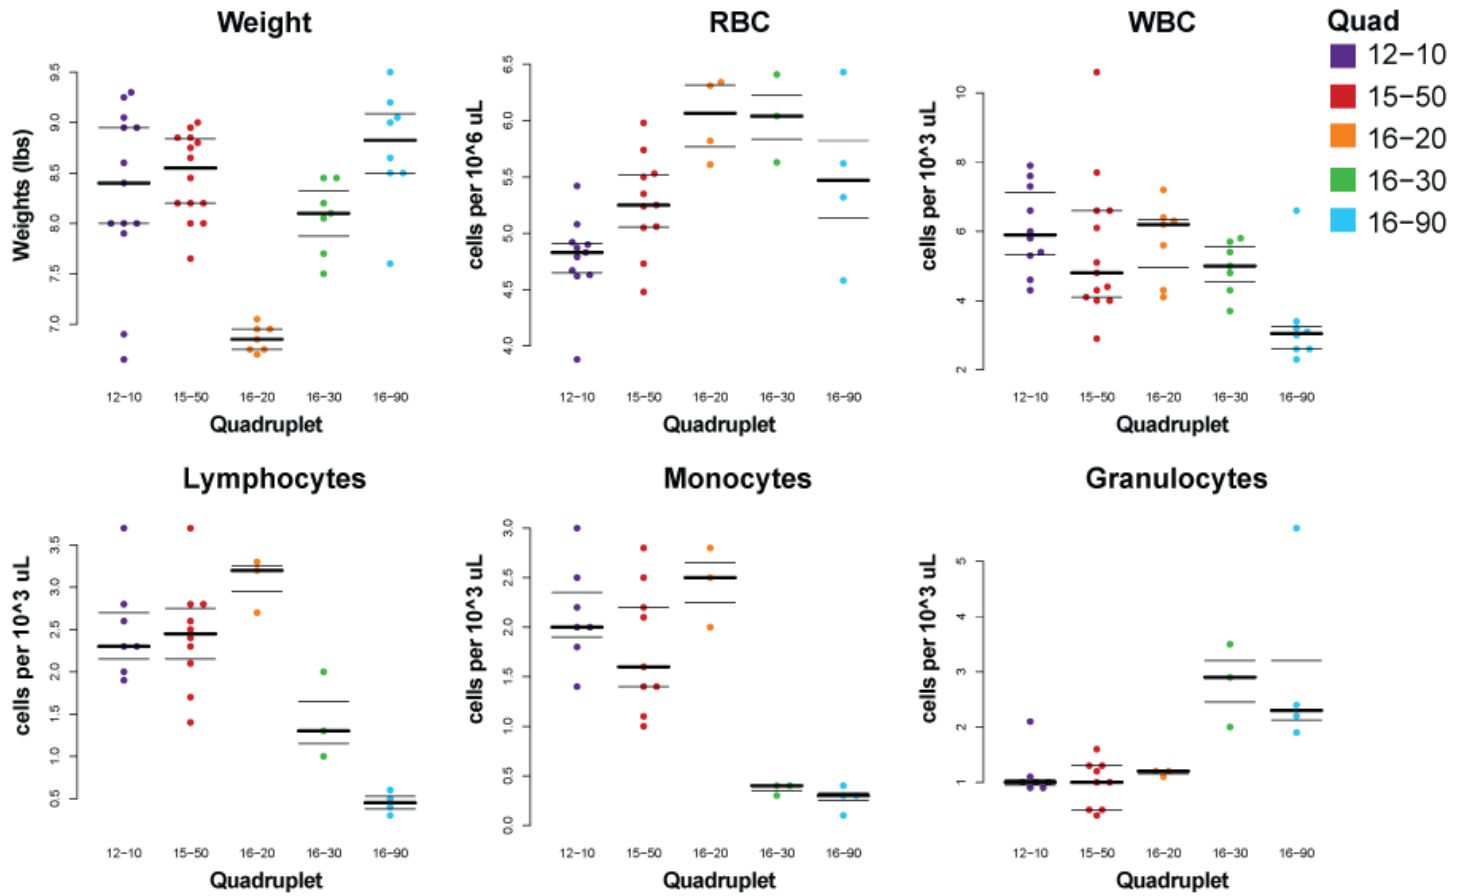

**Fig. S4. Weight and blood measurements of the armadillos.** Multiple time points are included in the top row, showing consistency across time and within quadruplet. The bottom row shows cell counts for our third time point.

**Fig. S5**

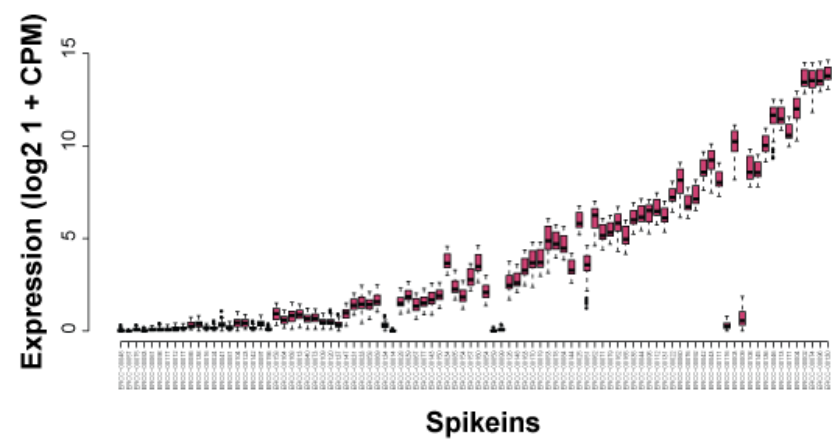

**Fig. S5. RNA-sequencing quality control.** Consistent expression levels for the spike-ins across the samples. The lower and upper hinges represent the first and third quartiles, respectively. The center bar indicates the median, while the whiskers extend 1.5 times the interquartile range above and below the boxes.

**Fig. S6**

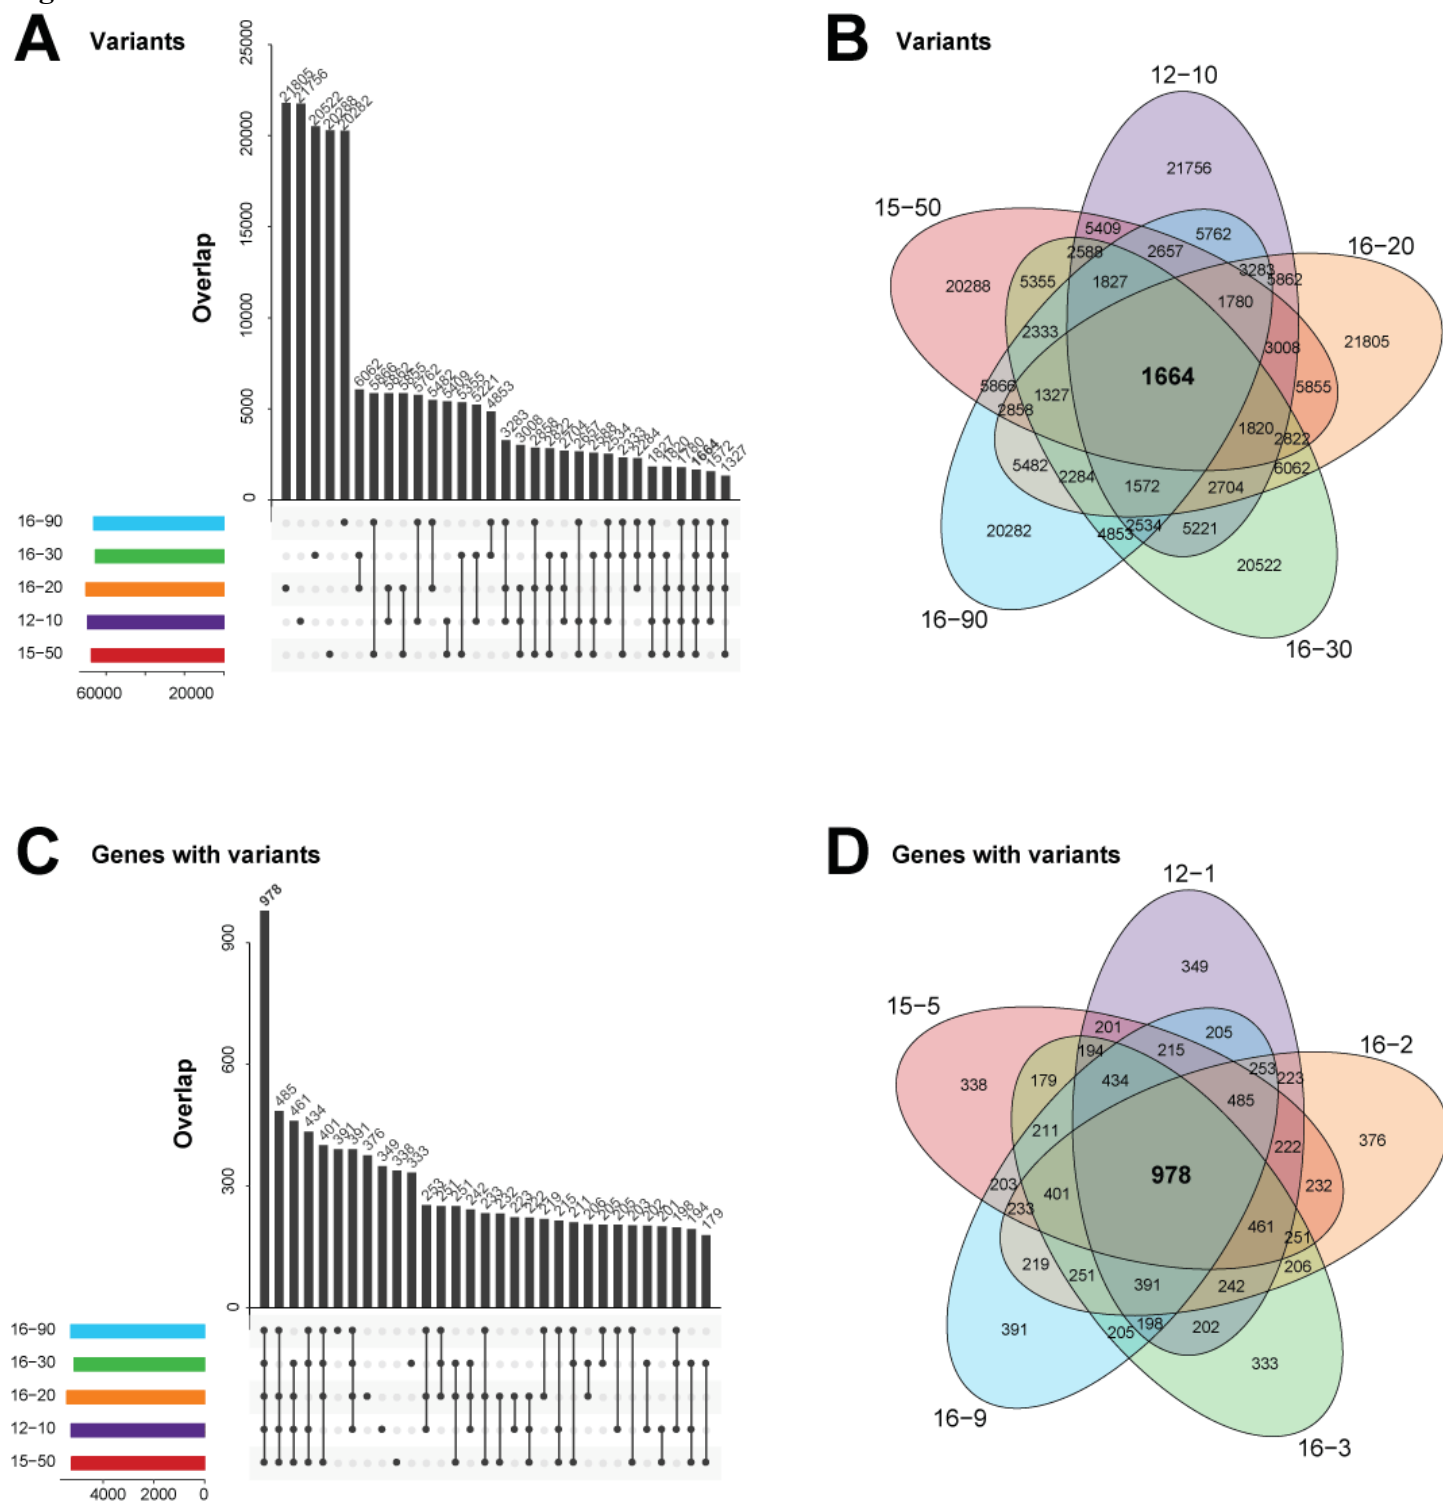

**Fig. S6. Genetic similarity across the quads.** (A,B) The overlap of these variants called that are in genes are less than 2000 variants (out of a total of 70K per quad). (C,D) The variants fall in common genes (~900 out of ~5000).

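In the deposited tables, 2 quadruplets shared between 1377 and 2287 SNPs, of which between 830 and 1436 lay in genes, out of 65488 to 70188 SNPs per quadruplet. Between 3069 and 3263 genes had a SNP in both quadruplets of a pair, 978 had one in all 5, and 9282 in at least 1. The SNPs common to all 5 quadruplets numbered 58, of which 26 lay in genes.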

**Fig. S7**

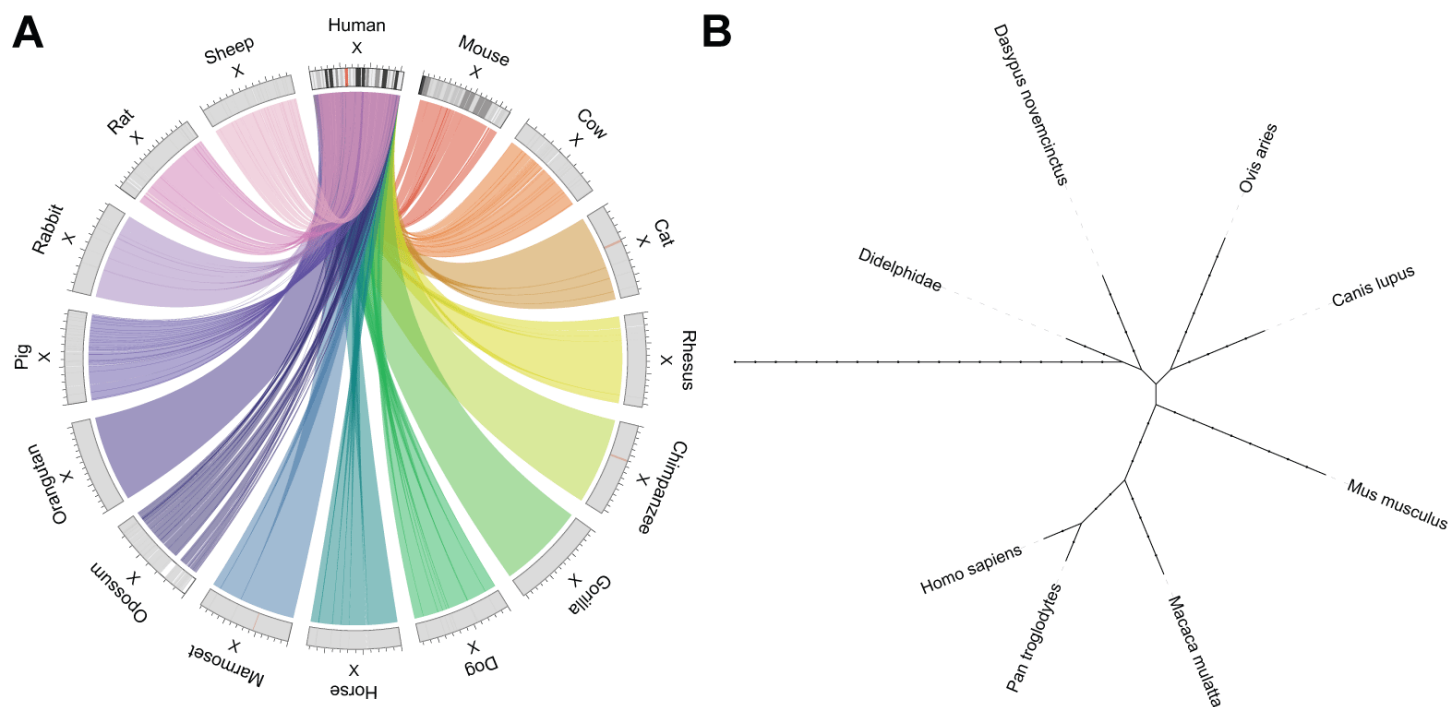

**Fig. S7. X-chromosome synteny.** (A) Circos plot of X-chromosome synteny across annotated species. (B) Phylogenetic comparisons. Plots generated from: [http://bioinfo.konkuk.ac.kr/synteny\\_portal/htdocs/synteny\\_circos.php](http://bioinfo.konkuk.ac.kr/synteny_portal/htdocs/synteny_circos.php) and <https://phylot.biobyte.de/index.cgi>

Fig. S8

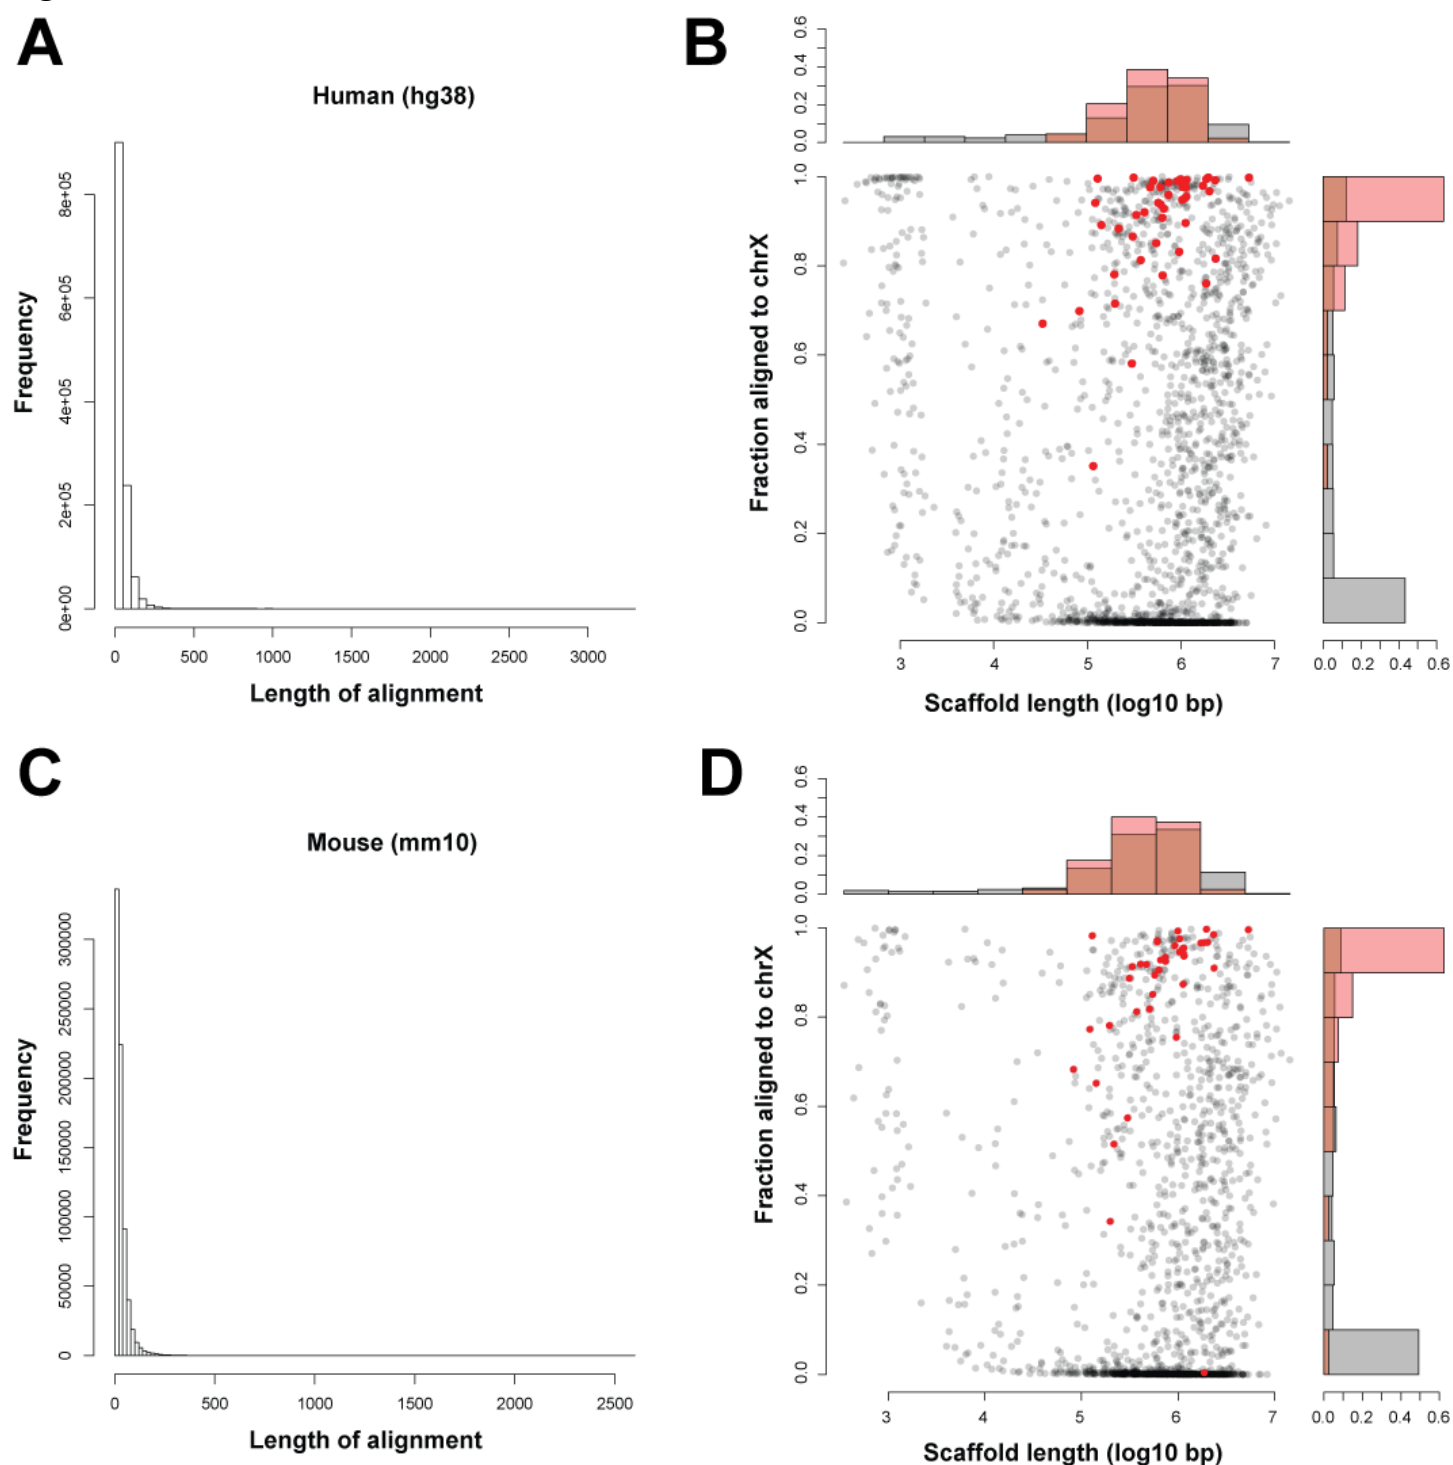

**Fig. S8. Scaffold length versus fraction aligned to X-chromosomes.** (A) Distribution of alignment lengths of the human X chromosome to armadillo scaffolds. (B) Armadillo scaffold length versus proportion of scaffold that maps to the human X chromosome. (C) and (D) same as above but for mouse. Red points are human and mouse X-chromosome gene homologs (respectively).

Fig. S9

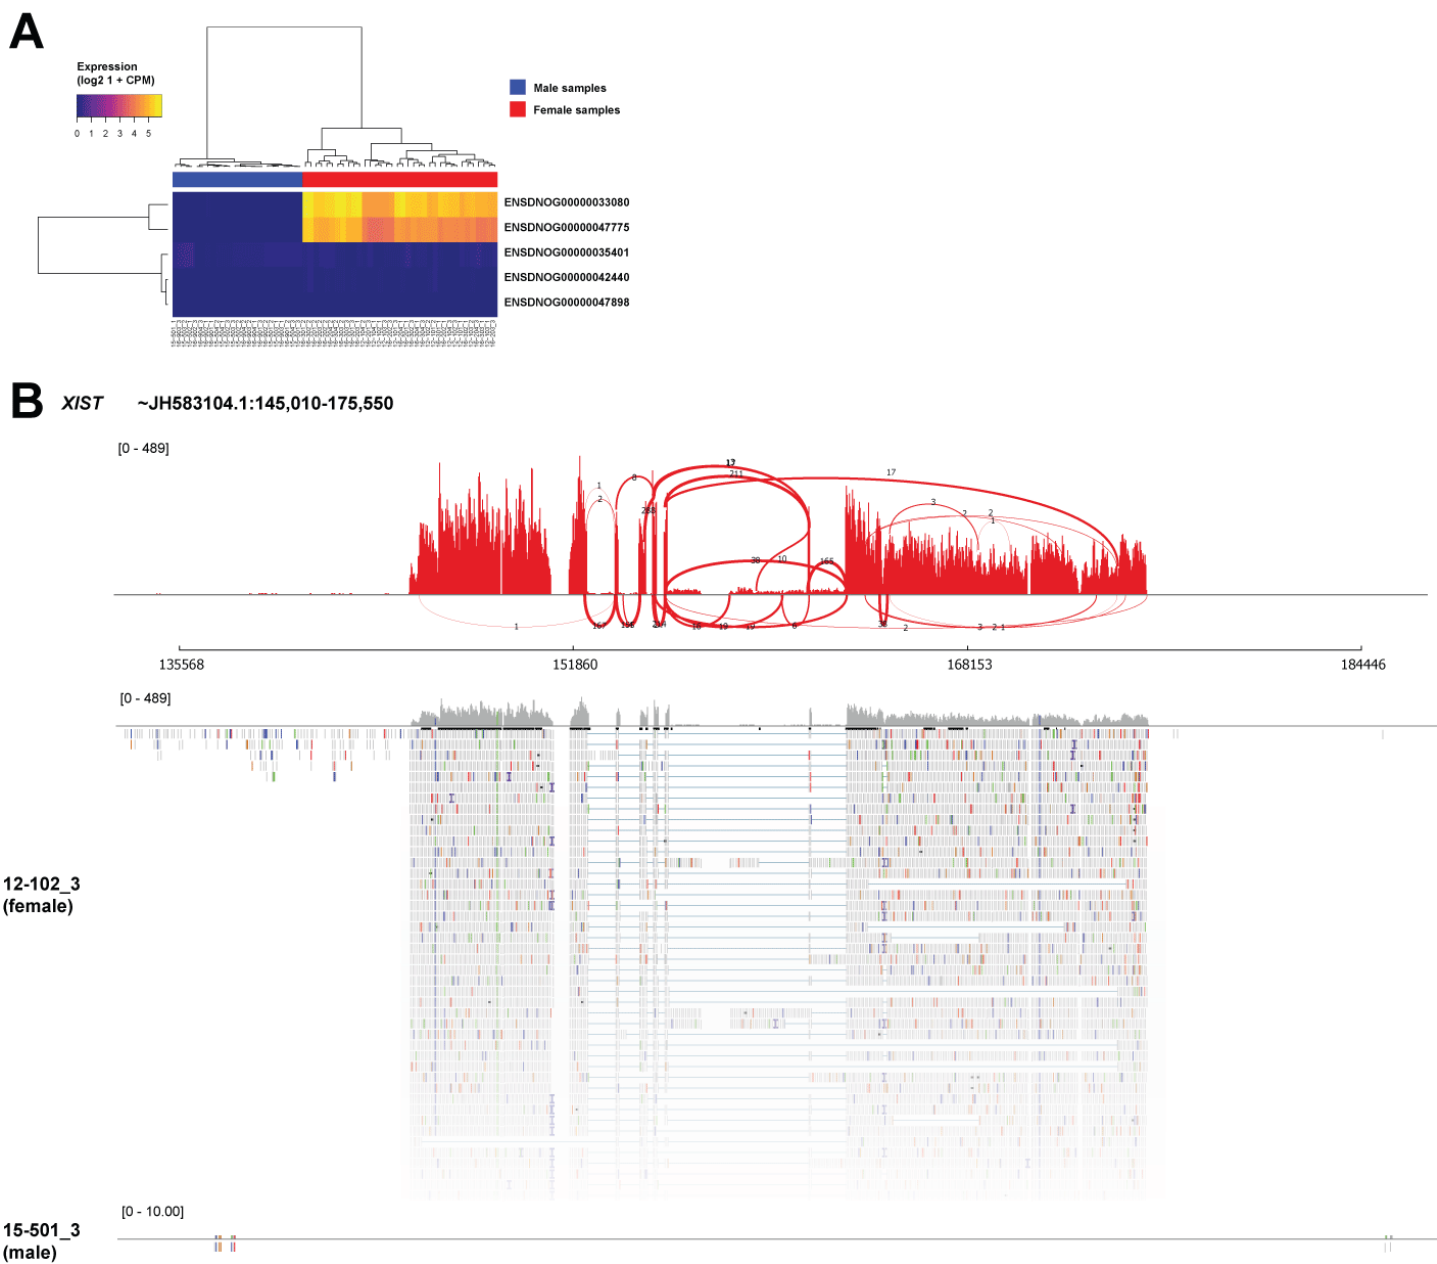

**Fig. S9. It eXISTS.** (A) Expression of genes annotated near top BLAST hits. (B) Sashimi plot of predicted *XIST*.

Table S1.

## Blood collection time points

Table S2.

## RNA-sequencing summary

|                   |            |
|-------------------|------------|
| <b>Machine</b>    | NextSeq500 |
| <b>Sequencing</b> | PE76       |
|                   | Dual index |
|                   | KAPA polyA |

|                  |               |               |                |                |                |               |                |
|------------------|---------------|---------------|----------------|----------------|----------------|---------------|----------------|
| <b>Flow cell</b> | HLKF7AF<br>XX | HLJF2AF<br>XX | HHFFKBG<br>X3  | HKNNFBG<br>X5  | HKNNGBG<br>X5  | H7MVWB<br>GX9 | H2LFLBG<br>X9  |
| <b>Library</b>   |               |               |                |                |                |               |                |
| <b>ID</b>        | 298826        | 298827        | 299555         | 300489         | 300490         | 298975        | 298976         |
| <b>Run</b>       | Mid<br>Output | Mid<br>Output | High<br>Output | High<br>Output | High<br>Output | High Output   | High<br>Output |
| <b>Date</b>      | 17-05-09      | 17-05-09      | 17-09-15       | 18-03-29       | 18-03-29       | 18-10-19      | 18-10-19       |
| <b>Clusters</b>  |               | 20134577      |                |                |                |               |                |
| <b>(Raw)</b>     | 183029349     | 1             | 627521395      | 633345054      | 597025358      | 592280827     | 639878213      |
| <b>Clusters</b>  |               | 17924705      |                |                |                |               |                |
| <b>(PF)</b>      | 165467211     | 9             | 569048477      | 565141569      | 545800888      | 518382260     | 540853374      |
| <b>Yield</b>     |               |               |                |                |                |               |                |
| <b>(MBases)</b>  | 25151         | 27246         | 86495          | 85902          | 82962          | 78794         | 82210          |

Table S3.

## Mapping rates to the reference genome

| SampleID | Total reads | Mapped unique | Fraction mapped | SampleID | Total reads | Mapped unique | Fraction mapped |
|----------|-------------|---------------|-----------------|----------|-------------|---------------|-----------------|
| 12-101_1 | 41602542    | 36015733      | 86.57%          | 15-501_1 | 35282053    | 30339942      | 85.99%          |
| 12-101_2 | 54278544    | 47385903      | 87.30%          | 15-501_2 | 44446239    | 38451885      | 86.51%          |
| 12-101_3 | 40154008    | 34173405      | 85.11%          | 15-501_3 | 30792841    | 26110927      | 84.80%          |
| 12-102_1 | 38973064    | 32792258      | 84.14%          | 15-502_1 | 37266875    | 31888980      | 85.57%          |
| 12-102_2 | 46986854    | 40564286      | 86.33%          | 15-502_2 | 52735117    | 46173745      | 87.56%          |
| 12-102_3 | 34561622    | 29214558      | 84.53%          | 15-502_3 | 32965973    | 28177741      | 85.48%          |
| 12-103_1 | 37362587    | 32323948      | 86.51%          | 15-503_1 | 40360580    | 34979716      | 86.67%          |
| 12-103_2 | 48273632    | 41533864      | 86.04%          | 15-503_2 | 47881949    | 41387965      | 86.44%          |
| 12-103_3 | 37041652    | 30931023      | 83.50%          | 15-503_3 | 39966441    | 34243060      | 85.68%          |
| 12-104_1 | 38406013    | 33044512      | 86.04%          | 15-504_1 | 41064191    | 35589149      | 86.67%          |
| 12-104_2 | 53265459    | 45975918      | 86.31%          | 15-504_2 | 54408473    | 47865056      | 87.97%          |
| 12-104_3 | 39445894    | 33527681      | 85.00%          | 15-504_3 | 33643439    | 28342602      | 84.24%          |
|          |             |               |                 |          |             |               |                 |
| 16-201_1 | 45474598    | 39484050      | 86.83%          | 16-301_1 | 38922543    | 33780878      | 86.79%          |
| 16-201_2 | 45882806    | 40261407      | 87.75%          | 16-301_2 | 49669143    | 43797406      | 88.18%          |
| 16-201_3 | 34640418    | 29571671      | 85.37%          | 16-301_3 | 45974587    | 39159006      | 85.18%          |
| 16-202_1 | 39279314    | 34256794      | 87.21%          | 16-302_1 | 39645412    | 34175041      | 86.20%          |
| 16-202_2 | 42937510    | 38040993      | 88.60%          | 16-302_2 | 54415338    | 48152804      | 88.49%          |
| 16-202_3 | 37243330    | 31742796      | 85.23%          | 16-302_3 | 43267015    | 36715960      | 84.86%          |
| 16-203_1 | 47244264    | 41377647      | 87.58%          | 16-303_1 | 41475341    | 35384624      | 85.31%          |
| 16-203_2 | 48221483    | 42381863      | 87.89%          | 16-303_2 | 48007335    | 42685052      | 88.91%          |
| 16-203_3 | 42876738    | 36388842      | 84.87%          | 16-303_3 | 27402266    | 23012737      | 83.98%          |
| 16-204_1 | 43357634    | 37477748      | 86.44%          | 16-304_1 | 42662916    | 36925309      | 86.55%          |
| 16-204_2 | 54102026    | 47703555      | 88.17%          | 16-304_2 | 43762162    | 38625922      | 88.26%          |
| 16-204_3 | 41711600    | 35245490      | 84.50%          | 16-304_3 | 48557116    | 41159707      | 84.77%          |
|          |             |               |                 |          |             |               |                 |
| 16-901_1 | 52162951    | 43497194      | 83.39%          |          |             |               |                 |
| 16-901_2 | 52082789    | 46009545      | 88.34%          |          |             |               |                 |
| 16-901_3 | 43438263    | 36466131      | 83.95%          |          |             |               |                 |
| 16-902_1 | 41859373    | 35396812      | 84.56%          |          |             |               |                 |
| 16-902_2 | 49328126    | 43342298      | 87.87%          |          |             |               |                 |
| 16-902_3 | 35433898    | 30084997      | 84.90%          |          |             |               |                 |
| 16-903_1 | 44266009    | 37182722      | 84.00%          |          |             |               |                 |
| 16-903_2 | 46358744    | 40791911      | 87.99%          |          |             |               |                 |
| 16-903_3 | 43795015    | 37366506      | 85.32%          |          |             |               |                 |
| 16-904_1 | 38380655    | 32458961      | 84.57%          |          |             |               |                 |
| 16-904_2 | 47565012    | 41494160      | 87.24%          |          |             |               |                 |
| 16-904_3 | 33501327    | 28426115      | 84.85%          |          |             |               |                 |

**Table S4.****DNA-sequencing summary from NYGC**

|                           |                             |
|---------------------------|-----------------------------|
| <b>Source Tissue Type</b> | Blood                       |
| <b>Species</b>            | <i>Dasypus novemcinctus</i> |
| <b>Reference Genome</b>   | Other-non_human_DNA         |
| <b>Library Prep</b>       | TruSeq Nano 450bp           |
| <b>Coverage/Reads</b>     | 30x                         |

| <b>Quad</b> | <b>DNA collected from</b>   | <b>Sex</b> | <b>Volume<br/>(<math>\mu</math>L)</b> | <b>Concentration<br/>(ng/<math>\mu</math>L)</b> | <b>Mass<br/>(ng)</b> | <b>GCN</b> |
|-------------|-----------------------------|------------|---------------------------------------|-------------------------------------------------|----------------------|------------|
| 12-10       | 12D101_12D102_12D103_12D104 | Female     | 94                                    | 17.16                                           | 1680.09              | 7.7        |
| 15-50       | 15F501_15F502_15F503_15F504 | Male       | 94                                    | 33.71                                           | 3283.28              | 8.4        |
| 16-20       | 16-201_16-202_16-203_16-204 | Female     | 94                                    | 21.45                                           | 2099.93              | 7.8        |
| 16-30       | 16-302_16-303_16-304        | Female     | 41                                    | 16.17                                           | 1579.78              | 8.3        |
| 16-90       | 16-901_16-902_16-903_16-904 | Male       | 110                                   | 27.38                                           | 2836.50              | 6.0        |

Table S5.

Mapping rates to personal quadruplet genomes.

| SampleID | Total reads | Mapped unique | Fraction mapped | SampleID | Total reads | Mapped unique | Fraction mapped |
|----------|-------------|---------------|-----------------|----------|-------------|---------------|-----------------|
| 12-101_1 | 41602542    | 34731798      | 83.48%          | 15-501_1 | 35282053    | 29401615      | 83.33%          |
| 12-101_2 | 54278544    | 44553371      | 82.08%          | 15-501_2 | 44446239    | 36375942      | 81.84%          |
| 12-101_3 | 40154008    | 33130726      | 82.51%          | 15-501_3 | 30792841    | 25377955      | 82.42%          |
| 12-102_1 | 38973064    | 31773390      | 81.53%          | 15-502_1 | 37266875    | 30893161      | 82.90%          |
| 12-102_2 | 46986854    | 38314183      | 81.54%          | 15-502_2 | 52735117    | 43516277      | 82.52%          |
| 12-102_3 | 34561622    | 28499980      | 82.46%          | 15-502_3 | 32965973    | 27524332      | 83.49%          |
| 12-103_1 | 37362587    | 31397309      | 84.03%          | 15-503_1 | 40360580    | 34337702      | 85.08%          |
| 12-103_2 | 48273632    | 38664809      | 80.10%          | 15-503_2 | 47881949    | 39652206      | 82.81%          |
| 12-103_3 | 37041652    | 29667242      | 80.09%          | 15-503_3 | 39966441    | 33282624      | 83.28%          |
| 12-104_1 | 38406013    | 31937592      | 83.16%          | 15-504_1 | 41064191    | 34628513      | 84.33%          |
| 12-104_2 | 53265459    | 43318507      | 81.33%          | 15-504_2 | 54408473    | 44678125      | 82.12%          |
| 12-104_3 | 39445894    | 32561207      | 82.55%          | 15-504_3 | 33643439    | 27535651      | 81.85%          |
|          |             |               |                 |          |             |               |                 |
| 16-201_1 | 45474598    | 38365399      | 84.37%          | 16-301_1 | 38922543    | 32758685      | 84.16%          |
| 16-201_2 | 45882806    | 37553676      | 81.85%          | 16-301_2 | 49669143    | 41658436      | 83.87%          |
| 16-201_3 | 34640418    | 28386059      | 81.94%          | 16-301_3 | 45974587    | 38107943      | 82.89%          |
| 16-202_1 | 39279314    | 33375526      | 84.97%          | 16-302_1 | 39645412    | 33504750      | 84.51%          |
| 16-202_2 | 42937510    | 35557003      | 82.81%          | 16-302_2 | 54415338    | 46100056      | 84.72%          |
| 16-202_3 | 37243330    | 30644433      | 82.28%          | 16-302_3 | 43267015    | 35661945      | 82.42%          |
| 16-203_1 | 47244264    | 40591140      | 85.92%          | 16-303_1 | 41475341    | 34423491      | 83.00%          |
| 16-203_2 | 48221483    | 40302268      | 83.58%          | 16-303_2 | 48007335    | 40759874      | 84.90%          |
| 16-203_3 | 42876738    | 35112101      | 81.89%          | 16-303_3 | 27402266    | 22311426      | 81.42%          |
| 16-204_1 | 43357634    | 36513505      | 84.21%          | 16-304_1 | 42662916    | 36066795      | 84.54%          |
| 16-204_2 | 54102026    | 45112901      | 83.38%          | 16-304_2 | 43762162    | 36821177      | 84.14%          |
| 16-204_3 | 41711600    | 34172098      | 81.92%          | 16-304_3 | 48557116    | 40042965      | 82.47%          |
|          |             |               |                 |          |             |               |                 |
| 16-901_1 | 52162951    | 42319360      | 81.13%          |          |             |               |                 |
| 16-901_2 | 52082789    | 43831059      | 84.16%          |          |             |               |                 |
| 16-901_3 | 43438263    | 35135909      | 80.89%          |          |             |               |                 |
| 16-902_1 | 41859373    | 34667948      | 82.82%          |          |             |               |                 |
| 16-902_2 | 49328126    | 40601505      | 82.31%          |          |             |               |                 |
| 16-902_3 | 35433898    | 28899493      | 81.56%          |          |             |               |                 |
| 16-903_1 | 44266009    | 36313376      | 82.03%          |          |             |               |                 |
| 16-903_2 | 46358744    | 38302650      | 82.62%          |          |             |               |                 |
| 16-903_3 | 43795015    | 36015299      | 82.24%          |          |             |               |                 |
| 16-904_1 | 38380655    | 31433631      | 81.90%          |          |             |               |                 |
| 16-904_2 | 47565012    | 39127091      | 82.26%          |          |             |               |                 |
| 16-904_3 | 33501327    | 27349728      | 81.64%          |          |             |               |                 |

**Table S6.****Reciprocal top BLAST hits for *XIST* in humans**

| <b>Armadillo ID</b> | <b>Top human hit</b>                                    |                                        |                       |                               |
|---------------------|---------------------------------------------------------|----------------------------------------|-----------------------|-------------------------------|
| ENSDNOG00000000718  | CHR_HSCHR10_1_C<br>TG4:77821512-<br>77822104 [Sequence] | <u>DLG5</u>                            | <u>593 [Sequence]</u> | <u>86.34 [Align<br/>ment]</u> |
| ENSDNOG00000032486  | 14:49586580-<br>49586872 [Sequence]                     | RPS29, AL1<br>39099.5, R<br>N7SL1      | <u>293 [Sequence]</u> | <u>90.10 [Align<br/>ment]</u> |
| ENSDNOG00000033080  | X:73831145-<br>73831260 [Sequence]                      | XIST, Xist_<br>exon4                   | <u>116 [Sequence]</u> | <u>95.69 [Align<br/>ment]</u> |
| ENSDNOG00000033288  | 10:42566677-<br>42567476 [Sequence]                     | <u>EIF3LP2</u>                         | <u>801 [Sequence]</u> | <u>89.64 [Align<br/>ment]</u> |
| ENSDNOG00000034036  | X:120691217-<br>120691290 [Sequence]                    |                                        | <u>74 [Sequence]</u>  | <u>93.24 [Align<br/>ment]</u> |
|                     | 14:74126451-<br>74126520 [Sequence]                     | <u>LIN52</u>                           | <u>70 [Sequence]</u>  | <u>94.29 [Align<br/>ment]</u> |
| ENSDNOG00000034452  | 14:49586580-<br>49586879 [Sequence]                     | RPS29, AL1<br>39099.5, R<br>N7SL1      | <u>300 [Sequence]</u> | <u>98.33 [Align<br/>ment]</u> |
| ENSDNOG00000035926  | X:55741080-<br>55741563 [Sequence]                      | <u>RRAGB</u>                           | <u>484 [Sequence]</u> | <u>86.36 [Align<br/>ment]</u> |
| ENSDNOG00000036040  | 11:5453493-<br>5454420 [Sequence]                       | HBG2, HBE<br>1, AC08738<br>0.1, OR51I2 | <u>928 [Sequence]</u> | <u>86.96 [Align<br/>ment]</u> |
| ENSDNOG00000037020  | 11:5544577-<br>5545088 [Sequence]                       | HBG2, OR5<br>2H1                       | <u>512 [Sequence]</u> | <u>87.70 [Align<br/>ment]</u> |
| ENSDNOG00000039691  | 6:134133592-<br>134133852 [Sequence]                    | <u>RN7SL408P</u>                       | <u>261 [Sequence]</u> | <u>88.89 [Align<br/>ment]</u> |
| ENSDNOG00000040606  | 3:11103033-<br>11103275 [Sequence]                      |                                        | <u>243 [Sequence]</u> | <u>72.84 [Align<br/>ment]</u> |
| ENSDNOG00000042044  | 14:49862649-<br>49862841 [Sequence]                     | AL627171.2<br>, RN7SL2                 | <u>193 [Sequence]</u> | <u>93.78 [Align<br/>ment]</u> |
| ENSDNOG00000042440  | 14:49586588-<br>49586780 [Sequence]                     | RPS29, AL1<br>39099.5, R<br>N7SL1      | <u>193 [Sequence]</u> | <u>93.78 [Align<br/>ment]</u> |
|                     | X:140085873-<br>140086037 [Sequence]                    | <u>RN7SL727P</u>                       | <u>165 [Sequence]</u> | <u>89.09 [Align<br/>ment]</u> |

| Armadillo ID       | Top human hit                   |                         |                                |                                   |
|--------------------|---------------------------------|-------------------------|--------------------------------|-----------------------------------|
| ENSDNOG00000042960 | 3:15738515-15738715 [Sequence]  | ANKRD28, RN7SL4P        | <a href="#">201 [Sequence]</a> | <a href="#">94.53 [Alignment]</a> |
| ENSDNOG00000045206 | 16:71137144-71137399 [Sequence] | <a href="#">HYDIN</a>   | <a href="#">256 [Sequence]</a> | <a href="#">88.67 [Alignment]</a> |
| ENSDNOG00000047775 | X:73821657-73821724 [Sequence]  | TSIX, XIST, XIST_intron | <a href="#">68 [Sequence]</a>  | <a href="#">92.65 [Alignment]</a> |

**Table S7.**  
**Reciprocal top BLAST hits for *XIST* in mouse**

| Armadillo ID       | Top mouse hit                    |                               |                       |                          |
|--------------------|----------------------------------|-------------------------------|-----------------------|--------------------------|
| ENSDNOG00000000718 | 14:24158165-24158756 [Sequence]  | <u>Dlg5</u>                   | <u>592 [Sequence]</u> | <u>79.90 [Alignment]</u> |
| ENSDNOG00000032486 | 12:69159295-69159587 [Sequence]  | Rn7s1, AC099934.2, AC099934.1 | <u>293 [Sequence]</u> | <u>89.42 [Alignment]</u> |
| ENSDNOG00000033080 | X:103469677-103469758 [Sequence] | Gm26992, Tsix, Xist, Gm27927  | <u>82 [Sequence]</u>  | <u>93.90 [Alignment]</u> |
| ENSDNOG00000033288 | 15:79089463-79089960 [Sequence]  | <u>Eif3l</u>                  | <u>498 [Sequence]</u> | <u>88.96 [Alignment]</u> |
| ENSDNOG00000034036 | 18:80197662-80197795 [Sequence]  | <u>Rbfa</u>                   | <u>134 [Sequence]</u> | <u>85.82 [Alignment]</u> |
|                    | X:155157596-155157655 [Sequence] |                               | <u>60 [Sequence]</u>  | <u>91.67 [Alignment]</u> |
| ENSDNOG00000034452 | 12:69159295-69159594 [Sequence]  | Rn7s1, AC099934.2, AC099934.1 | <u>300 [Sequence]</u> | <u>98.33 [Alignment]</u> |
| ENSDNOG00000035926 | 14:24164394-24164579 [Sequence]  | <u>Dlg5</u>                   | <u>186 [Sequence]</u> | <u>89.25 [Alignment]</u> |
| ENSDNOG00000036040 | 7:104049443-104050316 [Sequence] | Olfr643, Olfr642              | <u>875 [Sequence]</u> | <u>85.60 [Alignment]</u> |
| ENSDNOG00000037020 | 7:104049443-104050316 [Sequence] | Olfr643, Olfr642              | <u>875 [Sequence]</u> | <u>85.60 [Alignment]</u> |
| ENSDNOG00000039691 | 12:69159400-69159583 [Sequence]  | Rn7s1, AC099934.2, AC099934.1 | <u>184 [Sequence]</u> | <u>96.20 [Alignment]</u> |
| ENSDNOG00000040606 | 12:63684161-63684362 [Sequence]  |                               | <u>202 [Sequence]</u> | <u>72.77 [Alignment]</u> |
| ENSDNOG00000042044 | 6:69516344-69516539 [Sequence]   | Rn7s6, AC156953.1             | <u>196 [Sequence]</u> | <u>92.86 [Alignment]</u> |
| ENSDNOG00000042440 | 12:69159314-69159495 [Sequence]  | Rn7s1, AC099934.2             | <u>182 [Sequence]</u> | <u>94.51 [Alignment]</u> |
|                    | X:87899315-87899489 [Sequence]   | Il1rapl1, Gm24812             | <u>175 [Sequence]</u> | <u>84.00 [Alignment]</u> |
| ENSDNOG00000042960 | 6:69516339-69516539 [Sequence]   | Rn7s6, AC156953.1             | <u>201 [Sequence]</u> | <u>94.03 [Alignment]</u> |

| Armadillo ID       | Top mouse hit                    |                              |                       |                          |
|--------------------|----------------------------------|------------------------------|-----------------------|--------------------------|
| ENSDNOG00000045206 | 6:131253488-131253758 [Sequence] | <u>Gm5582</u>                | <u>276 [Sequence]</u> | <u>80.43 [Alignment]</u> |
| ENSDNOG00000047775 | X:103461220-103461264 [Sequence] | Gm26992, Tsix, Xist, Gm27733 | <u>45 [Sequence]</u>  | <u>88.89 [Alignment]</u> |

# Supplementary material for: The transcriptional legacy of developmental stochasticity
**Source:** Nat Commun. 2023 Nov 9;14:7226. doi: 10.1038/s41467-023-43024-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | We mapped DNA-sequencing reads using BWA and called variants using the GATK Unified Genotyper v3.6.0. We generated personalized genomes using g2gtools v0.2.0 and indexed them using samtools v1.9. RNA-sequencing reads were mapped using STAR v2.7 and were quality controlled using GATK v3.6.0 and IGVTools v2.3.80.                         |
| Data analysis   | We identified X chromosome scaffolds using the UCSC chain/liftover files and BLAST. All other analyses are based on R custom code found at <a href="https://github.com/sarbal/ayotochtli">https://github.com/sarbal/ayotochtli</a> and archived at <a href="https://doi.org/10.5281/zenodo.8433151">https://doi.org/10.5281/zenodo.8433151</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available in the main text, source data, or the supplementary materials. The accession numbers for the sequencing datasets reported in this paper have been deposited in Gene Expression Omnibus (GEO) under GSE141951 and Sequence Read Archive (SRA) under SRP233269.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Our study profiled five quadruplets of armadillos (20 armadillos in total), with genome-wide measurements at 3 time points for each individual (60 total samples). This was a standard sample of convenience that was able to detect canalized allelic signatures. Specifically, the study included 3 unrelated female quadruplets, which were sufficient to observe highly variable patterns of X-inactivation skews. Together, the 5 quadruplets contributed SNPs that spanned several thousands of genes, enabling us to reliably detect early determination of allelic imbalance. As detailed in the main text, we performed post-hoc power analyses to assess the number of quadruplets and read coverage needed to detect allelic imbalances in the autosomes. In these analyses, we empirically simulated allele-specific expression for random SNPs (n=100 independent simulations). We found that for our read coverage and sample size, we are powered to detect autosomal epigenetic events arising as late as the 10,000 cell stage. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | Results were replicated over five sets of genetically unrelated quadruplets and three of these sets were used for female-specific analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | The study design did not involve multiple experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | Blinding was not relevant to study design (only one experimental group).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The study did not involve laboratory animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Wild animals            | Pregnant females were captured using long-handled nets at night from the wild in 2012, 2015 and 2016. Capture of the pregnant armadillos was done during the spring to avoid collecting females who were nursing young, but were potentially pregnant. The animals were retrieved from the nets and placed in kennels for immediate transport to the holding facility at the University of the Ozarks, Clarksville, AR.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | The pregnant females were kept in outdoor pens that had burrows where they gave birth to the quadruplets. The babies were kept with the mothers until they were observed foraging at about 6-10 weeks postnatal age. After separation from the mothers, the animals were housed together in semi-outdoor pens (rubber covered concrete floor under a roof). Most litters in the semi-outdoor pens shared the pen with another litter (2 litters per pen). All adults and young over 49 days postnatal age (pna) were fed a mix of dry dog and cat chicken-and-rice chow moistened with water—in an approximate ratio by volume of 1:1:2. Adults were provided 0.75-1.5 cups (indoor-outdoor) of moistened chow once a day during the gestation and 1.25-1.75 cups per day during known or suspected lactation. Animals housed in outdoor enclosures were able to forage as well. Occasionally, a raw egg and earthworms were provided in addition to the chow. Litters were fed replacement formula of reconstituted Esbilac puppy replacement formula until old enough. After 35 days pna, the diet was gradually transitioned to that of adult by 49-56 days pna. The wild-caught females were |

administered 0.15 ml Ivermectin SC, and Exceed antibiotic if they showed any wounds or abscesses. Adults were dewormed every 6-8 weeks with Panacure on chow for three consecutive days, or with 0.2 ml Ivermectin on food. The babies were treated once with Panacure on chow for three consecutive days.

At four to five months of age, the animals were delivered to the National Hansen's Disease Program (NHDP) facility in Baton Rouge, LA where they were placed in pairs in modified rabbit cages. They were fed the same dry food as that given at the Arkansas facility. After a period of adaption of approximately one year, the animals were treated with Penicillin (1.0 mL) and dewormed with Ivermectin (0.1 mL) and Praziquantel (0.4 mL). Prednisone (10mg/mL) was also given at this time.

The pilot study consisted of two sets of quadruplets (12-10 and 15-50), and then later blood was obtained from quadruplets 16-20, 16-30 and 16-90. During the course of the year, the original two of the five sets of armadillo quadruplets were infected intravenously in the saphenous vein with  $1 \times 10^9$  *Mycobacterium leprae* derived from athymic nude mice – both after the first time point was collected. Blood was collected at different time points throughout the course of disease and at 18-24 months post-infection, the animals were humanely sacrificed when they developed heavy *M. leprae* dissemination with severe hypochromic microcytic anemia. Animals were euthanized by exsanguination under anesthesia/analgesia at double the normal doses. Exsanguinated animals are wrapped in plastic and deposited at 4C to assure non-recovery.

#### Ethics oversight

The study protocol was approved by the NHDP Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

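RNA was sequenced from the PBMC of 20 armadillos, the 4 siblings of 5 quadruplets, at 3 time points, which gives 60 libraries. Quadruplets 12-10, 16-20 and 16-30 were female, and 15-50 and 16-90 were male. Sex, quadruplet, sibling, time point and library batch were taken from the sample labels and the paper. According to the paper 12-10 and 15-50 were infected with M. leprae after time point 1, which makes 16 infected libraries. The labels give 17, as they also mark sibling 1 of 16-20 at time point 3.

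The authors made poly(A) libraries, sequenced them on a NextSeq500, mapped the reads with STAR to DasNov3 with the Ensembl v95 annotation, and deposited reads per gene and CPM. The gene counts are whole numbers without normalization. The CPM columns have the same total without the spike-ins. For the allelic counts, the authors called SNPs from pooled DNA, built a personal genome per quadruplet with g2gtools, mapped with STAR v2.7, filtered with GATK v3 and counted reads per allele. These tables hold whole reads per SNP and allele without normalization. Steps before the count tables were not repeated here.

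Between 10624892 and 24702218 reads per library fell on genes and between 1742035 and 4824119 on the alleles of SNPs. A SNP had a median of 20 reads in a library. Intervals for shares of reads are 95% Wilson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.

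Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Numba 0.67.0 was used for the allelic ratios, the expression correlations and the simulations, matplotlib 3.10.9 for the figures, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for the comparison by infection. Every random draw had a fixed seed.

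Similarity of expression was the Spearman correlation of CPM over all genes. The labels of the 20 animals were permuted 100000 times. XIST expression was log2(CPM + 1) averaged over the time points of an animal. X scaffolds were assigned by gene names matched to the RefSeq annotation of assembly mDasNov1.1.hap2. This definition was made after the tables were opened, without use of the allelic ratios.

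The X skew of a female was the maximum likelihood fit of a folded normal distribution to the ratios of the best covered SNP of each X gene, with more than 5 reads on each allele. The number of cells was 1 divided by 4 times the variance of the unfolded skews. Variability between siblings at time point 1 was tested at SNPs with more than 5 reads on each allele over the siblings and at least 1 read in each library, with lower-tail binomial probabilities combined by Fisher's method, 10000 binomial draws and Benjamini-Hochberg adjustment at an FDR of 0.1. The empirical p was the share of draws as extreme, and this was kept in place of adding 1 to the number of draws after both had been seen. Correlation over time was Pearson's between time point 1 and each later time point over the 4 siblings, averaged, and a high correlation was one above 0.8. The paper's text does not name its limit for high correlations. Sibling labels were permuted exactly, with 24 orders per quadruplet.

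The predictability score used the best covered SNP of each gene. The mean ratio over the training time points was ranked, ties received average ranks, matching ranks were counted over genes, and the largest counts were matched without replacement. Its p-values came from the distribution of random matches and from an exact permutation of the labels of the later time points. Feature genes had a Spearman correlation of 1 between the training time points, and their score was set against 1000 random sets of autosomal genes. The simulation had 2000 SNPs, 1% of them canalized, and 100 simulations per setting, 50 with 10 or 20 quadruplets and 20 with observed coverages or with the other SNPs simulated as reads.

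Genes changed by infection were tested with edgeR's quasi-likelihood test in a model of quadruplet, time point and infection, with TMM normalization, the genes kept by filterByExpr and an FDR of 0.05. The scripts were tested on simulated data. The variability test gave p at most 0.05 for 0.15% of 2000 SNPs without a difference. The infection test recovered 83.3% of 200 genes changed 2-fold, with 6.25% of its calls on unchanged genes, and called 0 genes where none was changed. These simulated counts had no differences between quadruplets, animals or batches, so they do not give the rate of false calls in the data. There, the choices of 2 quadruplets other than the real one gave 101 to 4287 genes.

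The named genes were the 5 of Supplementary Fig. 9A and every gene or scaffold the paper names. The infection genes were the 3 in each direction with the smallest adjusted p among those with at least a 2-fold difference. For raised genes the change over time in both infected quadruplets had to lie above that of each other quadruplet, and for lowered genes below it. The SNPs were the 3 X and 3 autosomal ones with the smallest p at time point 1, 1 per gene. They were taken from those with at least 20 reads in every library and the same order of siblings at all time points. These results, tests and rules, and most of the alternative settings, were fixed before the data were examined. The settings added afterwards are the removal of X genes with SNPs in males, the estimate from sibling differences, 1 added to the draws, 1000000 draws, ties ranked by sibling order and the restriction to scaffolds with a gene matched to an autosome. Enrichment of gene ontology terms and the alignments to the human and mouse genomes were not analysed here.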

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

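The tests of a copy on the Y chromosome and of the width of the X distribution were chosen only after the result was seen. Libraries were compared within 46 groups of 4 siblings by the gap of the highest or lowest value to the nearest other, divided by the range of the group. This found 4 values, where chance gives about 2.3, so a part of them is expected without any cause. The X skew among the 4 is flagged by construction, as said below, and the chance number does not cover it.

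In quadruplet 15-50, 3 values of sibling 3 of 15-50 lay apart from its siblings. At time point 1 its spike-ins took 4.03% of the reads, and those of the siblings 5.79% to 5.91%. At time point 3 it had 16398924 reads on genes and 3123980 on alleles, the highest of the quadruplet in both. The last 2 values come from 1 library and are not independent of each other. The design gives no condition that sets sibling 3 of 15-50 apart from its siblings, and no biological explanation was tested.

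In quadruplet 12-10, the folded X skew of sibling 3 of 12-10 was 0.632 and that of its 3 siblings 0.5, the lowest value possible. With the 3 siblings at the same bound the gap equals the range, so any value above 0.5 would have been flagged. The skew of sibling 3 of 12-10 was also above 0.5 at each time point alone, with 0.625, 0.626 and 0.636. In all, 11 of 12 females were fitted at 0.5, and a candidate explanation is that X genes with heterozygous SNPs in males widen the distribution of ratios. Without these 19 genes 5 females remained at 0.5, so the position of the other females at this bound depends on those genes. The removal also changes the number of genes, and whether sibling 3 of 12-10 differs from its siblings in the inactivation of X was not tested.

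Males have 1 X chromosome, yet the male quadruplets 15-50 and 16-90 had 339 and 325 heterozygous SNPs on scaffolds called X, in 13 and 15 genes. USP9X held 208 of those in 15-50 and 193 in 16-90. The reference allele took a median of 90.0% of the reads at both. USP9X had 0 SNPs in the 3 female quadruplets. This is consistent with a copy of the gene on the Y chromosome whose reads map to the X copy. Expression of USP9X was 588 ± 26.1 CPM (SD, n = 12) in females and 451 ± 35.5 CPM (SD, n = 8) in males, a log2 difference of 0.38 (permutation test over animals, p = 1e-05, the smallest that 100000 resamples can give). Siblings share their sex, and over 3 female and 2 male quadruplets no exact permutation p can be below 0.1. No sequence of the Y chromosome was examined, and the SNPs of the other genes stay without a test.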

How the results depend on the processing

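The settings without X genes that have SNPs in males, sibling differences, 1 added to the draws, 1000000 draws, ties ranked by sibling order and autosome-matched scaffolds were chosen only after the result was seen. In all, 12 results were recomputed under 158 alternatives, of which 125 kept the direction and the side of the threshold, or moved by less than their spread. All alternatives of expression similarity (0.00630 to 0.217), XIST (4.62 to 8.04) and the X predictability score (1.78 to 3.33) did so. Where no construction is named, the cause was not tested.

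The difference in consistency of X SNPs had a p of 0.0837 and with the chi-square test of variability, which called 43 SNPs, was 0.508 with a p of 0.00796. The autosomal difference was 0.104 with Spearman's correlation (p = 0.0612) and 0.119 with time point 2 only (p = 0.0921), and with each sibling number left out lay between 0.0737 and 0.226. Without replicates 1, 2 and 3 its p was 0.093, 0.0688 and 0.228. With 1 added to the number of draws, no autosomal SNP passed and there is no value, while with 1000000 draws where none of 10000 was as large 143 passed and the difference was 0.140 (exact permutation p = 0.0268).

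The autosomal predictability score was 1.47 with all SNPs of a gene (exact permutation p = 0.0628) and 1.53 with only the earlier training time point (exact permutation p = 0.0702). Among the alternatives set in advance the lowest exact permutation p was 0.000677, when each sample took its best match independently. Ties ranked by sibling order gave 7.5e-06, but shuffled siblings scored 1.35 with that ranking, so this p does not measure identification. The feature set score was 1.55 with reads thinned (exact permutation p = 0.0151) and 3.09 with ties by sibling order, and below 1 without quadruplet 15-50 (0.917) and on autosome-matched scaffolds (0.933).

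The number of feature genes follows the genes or siblings entered, by construction: 117 with at least 20 reads in every library, 1580 with all SNPs, 179 on autosome-matched scaffolds and 807 to 817 with 3 siblings. It was 98.1 with reads thinned, which enters the same genes and siblings. The number expected by chance fell with it, to 94.6 from 189, and the ratio to chance was 1.04 in both settings. Why the chance number fell was not tested. The excess over chance had an exact permutation p of 0.0308, and above 0.05 in 7 settings: 0.0798 with reads thinned, 0.0739 on autosome-matched scaffolds, 0.126, 0.133 and 0.119 without replicates 1, 3 and 4, 0.119 without quadruplet 16-30 (195 genes) and 0.17 without 16-90 (192 genes). The choice of matching and of training time points does not enter this number.

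The number of cells was 26.4 with the mean folded ratio, 62.1 without X genes that have SNPs in males and 89.5 from sibling differences, and the mean skew was 0.594 with the mean folded ratio, which adds the scatter of genes by construction. With more than 2 reads on each allele and without replicate 3, the females were all at 0.5 and gave no number of cells. The recovery of simulated SNPs was 0.705 with 1 quadruplet and 0.661 with null SNPs simulated as reads.

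The number of genes changed by infection was 1844 without quadruplet 12-10, 1537 without 15-50, 3914 without 16-20, 3285 without 16-30 and 1493 without 16-90, and 1181 to 2202 with each sibling number left out, the lowest without replicate 4. With the animal as a block, which pairs the time points of an animal, 2819 genes were called (1491 up, 1328 down), 2575 of them shared, and without a filter on low counts 2542 (1385 up, 1157 down). For the 6 named genes, 91 of 96 alternatives kept direction and call. With time points 2 and 3 and no quadruplet term, the log2 fold change reversed to -0.11 in ENSDNOG00000048119, -0.58 in ENSDNOG00000042308 and 0.024 in ENSDNOG00000052360.

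Depth limits the variability test. On simulated siblings the variability test recovered 12.5% of 200 changed SNPs at the depth of 16-30, and all 11 with at least 100 reads per library.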

Differences from the paper's values

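The settings named here as added, and the comparison of the paper's skews in its formula, were chosen only after the result was seen. A value is said to come within the paper's where neither is more than 1.5 times the other, and for correlations where they differ by no more than the spread of the pairs.

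The mean correlation of siblings at time point 1 was 0.969, and the paper's value is 0.99. Of the 11 alternatives set before the data were examined, none came within the spread of the pairs, 0.00138, of the paper's value. The nearest was 0.992, with the genes of at least 1 CPM in 4 samples, which is the paper's value at its 2 decimals.

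The tables held 338944 heterozygous SNPs over the 5 quadruplets, and the paper's number is 26325. The number of genes with a SNP, summed over the quadruplets, was 26325. No alternative applies to this count.

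The number of cells at X inactivation was 166, and the paper's is 25. Of the alternatives set before the data were examined, the mean folded ratio came within the paper's value, with 26.4, and the others did not. The 2 added settings did not either, with 62.1 cells without the X genes that have SNPs in males and 89.5 from sibling differences. The paper's 12 skews gave 65.6 in its formula.

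The p-value of the X predictability score from random matches was 6.71e-06, and the paper's is 5.9e-05. Of the alternatives set before the data were examined, only the one in which each sample takes its best match independently came within it, with a score of 2.56 and a p of 5.92e-05.

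The share of correlations above 0.8 was 158% higher among autosomal SNPs with excess variability than among the others, and the paper's enrichment is 30%. Of the alternatives set before the data were examined, only that without replicate 3 came within it, with 43.5%, and that without replicate 2 gave 9.67%. With Spearman's correlation the direction was reversed, with shares of 0.667% and 1.45%. The limit of 0.8 was set here.

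The p-value of the autosomal predictability score from random matches was 0.00618, and the paper's is 3.74e-05. None of the alternatives set before the data were examined came within it.

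The number of feature genes was 195, and the paper's is 700. Of the alternatives set before the data were examined, those with 3 siblings came within it, with 807 to 817 where chance gives 799 to 803, and the others did not. These are means per pair of time points. Summed over the 3 pairs, a count made after the values were seen, the number per quadruplet was 586 (569 distinct genes), and with ties ranked by sibling order 719 (675 distinct), which come within it.

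The feature set score was 1.13, and the paper's is about 2.2 in Fig. 3h, read by eye. Of the alternatives set before the data were examined, only the one with reads thinned came within it, with 1.55. Ties ranked by sibling order, chosen after seeing the values, also came within it, with 3.09. The p-value of this score against random gene sets was 0.486, and the paper's is 0.002. It was computed in 1 setting.

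The paper calls siblings 3 and 4 of 16-30 anti-correlated, and the Pearson correlation of their X ratios across genes was 0.0427, the lowest of the 18 sibling pairs. The paper states a higher recovery at its lowest coverage for SNPs canalized at 64 cells than the 0.707 found at 11 reads, while at 32 cells it was 0.768.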

Other observations

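The tests in this part chosen only after the result was seen are those of the simulated null SNPs, the 2 genes with most SNPs, autosomal scaffolds, lanes, expression ranks, female against male quadruplets, decay, the siblings of 16-30, the splits by infection and the library batch. The overlap of genes between quadruplets was also computed after the data were seen. The tests of tie order, of scaffold JH573670, of read depth over all SNPs and of immune genes were set before their result.

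With tied ratios ranked by the order of siblings in the table, the autosomal score rose from 1.73 to 2.40 and the feature set score from 1.13 to 3.09. The order of siblings is the same at each time point, so it may itself identify them. With each gene's ratios given to random siblings at every time point, this ranking scored 1.35 ± 0.344 (SD, 100 draws) with all genes and 2.74 ± 0.395 with feature genes, compared with 1.04 and 1.01 with average ranks. For all genes the mean lay above 1 by more than its standard error of 0.0344 but by only about the spread of single draws. The standard error was chosen as the yardstick after the value was seen, and the order explains a part of the rise to 2.40.

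The AUROC at 10000 cells and 20 reads was 0.683 with uniform p-values for the other SNPs. With these SNPs simulated as reads and tested in the same way it was 0.499. This is consistent with the uniform p-values as the source of the recovery at 10000 cells, because the test takes the most extreme pair of siblings and gives small p-values more often than a uniform distribution.

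Scaffold JH573670, the largest that the paper found to align to the X chromosome, had heterozygous SNPs in both male quadruplets. The variance between siblings of 16-30 that persists over time was 0.000502 at its 7 genes (-0.000507 to 0.00208), 0.00501 at X genes and 7.94e-05 at other autosomal genes. This suggests that the scaffold is autosomal, as its interval lies below that of X genes (0.00377 to 0.00632). The intervals were also apart in 12-10 (-0.00166 to 5.25e-05 at the scaffold, 0.00107 to 0.00277 at X genes) but overlapped in 16-20 (-0.000764 to 0.00157 and 0.000751 to 0.00215), where the 2 were not told apart.

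Of the 150 autosomal SNPs with excess variability, 73 (48.7%) lay in ENSDNOG00000039946 and AHNAK, named after their values were seen, with a median of 7090 reads at time point 1. Their mean correlation over time was 0.00453 ± 0.362 (SD), and that of the other 77 SNPs 0.273 ± 0.348. The mean of the 2 genes is consistent with scatter beyond the binomial at very high depth, and differences that are real but do not last were not told apart from it. Over all autosomal SNPs, the share with a chi-square p of at most 0.05 rose from 2.82% at the lowest depths, 12 to 46 reads, to 33.4% in the deepest 0.1%. This rise decides nothing, since the power of the test grows with reads and stable differences between siblings would give it too. Genes with such SNPs recurred between quadruplets, with 25 shared over the 10 pairs and 1.53 expected at the same depth (permutation p = 1e-04, the smallest that 10000 draws can give). A gene counts once for each pair of quadruplets here: 3 genes had such SNPs in 2 quadruplets, 2 genes in 3, ENSDNOG00000039946 in 4 and AHNAK in all 5, so most of the 25 come from the same 2 genes.

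For the identification of siblings from autosomal ratios, the tables argue against 3 technical sources. With only scaffolds that hold a gene matched to an autosome, the score was 1.80, so X genes on other scaffolds are an unlikely source. Siblings were split over lanes in the same way in 0 of 15 pairs of time points, which leaves no lane shared throughout. Without 8 scaffolds that hold immunoglobulin, T cell receptor or HLA genes the score was 1.73 (exact permutation p = 0.00842). A difference in expression level that persists in each animal stays open, since ranks of expression scored 1.33 (exact permutation p = 0.159), between chance and the score of allelic ratios.

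The autosomal score was higher in female than in male quadruplets by 0.667, and 3 of the 10 groupings of quadruplets gave a difference as large, so chance cannot be excluded with 5 quadruplets.

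The correlation of autosomal ratios over all SNPs was 0.00532 between time points 1 and 2 (exact permutation p = 1.11e-05, adjusted over the 3 intervals 3.33e-05), 0.00490 between 2 and 3 (p = 0.00344, adjusted 0.00516) and 0.00134 between 1 and 3 (p = 0.161). A signal that decays between blood draws may give such an order. The adjacent intervals exceeded the long one by 0.00377 ± 0.00378 (SD, n = 5 quadruplets), in 4 of 5 quadruplets (exact permutation p = 0.0625, one-sided, where 0.03125 is the smallest possible), which does not decide it.

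All 10 X SNPs with excess variability lay in 16-30, where sibling 3 of 16-30 had a shallow library in a batch of its own at time point 3. Without sibling 3 of 16-30 the X predictability score of the other 3 siblings of 16-30 was 3 of 3 (exact permutation p = 0.0278, the smallest possible), and likewise with each other sibling left out. The identification of the other siblings of 16-30 thus did not need that library, with its low depth and other batch.

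Infection was not part of the paper's comparisons. With edgeR, 3032 of 15464 genes changed with infection at an FDR of 0.05 (1304 up, 1728 down), and 5033 at an unadjusted p of 0.05. Of the 10 choices of 2 quadruplets, 2 gave as many genes, the real one and 16-30 with 16-90, which gave 4287. With 10 choices the share is never below 0.1, so chance cannot be excluded. At time point 1, batch 1 held the quadruplets infected later and batch 2 the others, so infection and library batch cannot be told apart. At time points 2 and 3, where they shared a batch apart from sibling 3 of 16-30 at time point 3, 720 of the genes were also called without a quadruplet term, 439 of them in the same direction and 281 in the opposite one. That comparison also contains the differences between quadruplets. The genes named by rule had log2 fold changes of 1.31 (ENSDNOG00000048119), 1.09 (ENSDNOG00000036810), 1.10 (ENSDNOG00000042308), -1.64 (ENSDNOG00000045079), -1.78 (ENSDNOG00000035689) and -2.03 (ENSDNOG00000052360), with adjusted p-values from edgeR between 5.82e-06 and 0.000114.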
